# LncRNA AC010789.1 Promotes Colorectal Cancer Progression by Targeting MicroRNA-432-3p/ZEB1 Axis and the Wnt/β-Catenin Signaling Pathway

**DOI:** 10.3389/fcell.2020.565355

**Published:** 2020-10-15

**Authors:** Weili Duan, Xue Kong, Juan Li, Peilong Li, Yinghui Zhao, Tong Liu, Helen Barong Binang, Yunshan Wang, Lutao Du, Chuanxin Wang

**Keywords:** colorectal cancer, AC010789.1, MicroRNA-432-3p, ZEB1, progression

## Abstract

Accumulating literatures have indicated that long non-coding RNAs (lncRNAs) are crucial molecules in tumor progression in various human cancers, including colorectal cancer (CRC). However, the clinical significance and regulatory mechanism of a vast majority of lncRNAs in CRC remain to be determined. The current study aimed to explore the function and molecular mechanism of lncRNA AC010789.1 in CRC progression. AC010789.1 found to be overexpressed in CRC tissues and cells. High expression of AC010789.1 was associated with lymph node metastasis and poor prognosis. Moreover, AC010789.1 silencing inhibited proliferation, migration, invasion and epithelial-mesenchymal transition (EMT) in vitro as well as tumorigenesis and metastasis in vivo. Mechanistically, we demonstrated that repression of AC010789.1 promoted miR-432-3p expression, and miR-432-3p directly binds to ZEB1. We then proved the anti-tumor role of miR-432-3p in CRC, showing that the inhibitory effect of AC010789.1 knockdown on CRC cells was achieved by the upregulation of miR-432-3p but downregulation of ZEB1. We also established that silencing AC010789.1 suppressed the Wnt/β-catenin signaling pathway. However, this inhibitory effect was partially counteracted by inhibition of miR-432-3p. In summary, these results reveal that silencing AC010789.1 suppresses CRC progression via miR-432-3p-mediated ZEB1 downregulation and suppression of the Wnt/β-catenin signaling pathway, highlighting a potentially promising strategy for CRC treatment.

## Introduction

Colorectal cancer (CRC) is one of the most common malignant tumors and the leading cause of cancer deaths worldwide (Siegel et al., 2019). Tumor progression and metastasis are the leading causes of deaths due to CRC. Despite the significant progress made in diagnostic methods and improved treatment strategies, the prognosis of CRC patients remains poor, especially in those with advanced CRC (Yang and Weinberg, 2008; Jung et al., 2020; Mauri et al., 2020). This makes the understanding of the process of metastasis critical to improve the prognosis of CRC. Tumor metastasis is a complex process; one of the significant developmental program is EMT, which permits invasion and migration of cancer cells (Aiello et al., 2018; Pastushenko et al., 2018), and is associated with poor prognosis (Yang and Weinberg, 2008; Singh and Settleman, 2010; De Craene and Berx, 2013; Shang et al., 2019). Tumor progression is regulated by several biomolecules, whose mechanisms are mostly unknown (Zhang C. et al., 2020). Therefore, there is an urgent need to clarify the mechanisms underlying CRC progression.

Non-coding RNAs (ncRNAs) have attracted considerable research interest in recent years as functional data suggest that they play essential roles in multiple human tumors (Dragomir et al., 2020; Skrzypek and Majka, 2020). Among these ncRNAs, microRNAs (miRNAs) and long non-coding RNAs (lncRNAs) have appealed to a large group of researchers. miRNAs impact oncogenes and tumor suppressor genes stability and the rate of translation by binding to complementary sites within target RNAs (Vos et al., 2019; Petri and Klinge, 2020). LncRNAs are now described to have many functions in promoting and maintaining tumor initiation and progression (Kim and Croce, 2018; Hu et al., 2020). Intriguingly, several lines of evidence demonstrated a brand new lncRNAs regulatory mechanism in which lncRNAs may serve as competing endogenous RNAs (ceRNAs) and crosstalk with mRNAs (Qi et al., 2015; Li et al., 2020). A ceRNA is a transcript targeted by a miRNA that, in doing so, sequester miRNAs with greater efficacy, thereby upregulating miRNA target gene expression (Thomson and Dinger, 2016; Zhang M. et al., 2020). Song et al. found that lncRNA-KRTAP5-AS1 and lncRNA-TUBB2A could act as ceRNAs to affect the function of Claudin-4 (Song et al., 2017). Liang et al. identified that LncRNA BCRT1 upregulated PTBP3 expression by competitively binding the miR-1303 and accelerated breast cancer progression (Liang et al., 2020). Likewise, FN1 was a functional ceRNA for miR-200c during TGF-β-induced EMT (Liu et al., 2019). Up to now, many molecular mechanisms of metastasis have been investigated. However, the role of potential networks between ncRNAs and mRNA in CRC has not been fully elucidated.

The current study aimed to explore the possible function of AC010789.1 in CRC progression and metastasis. We identified that AC010789.1 was upregulated in CRC tissues and associated with poor clinical prognosis. Besides, silencing AC010789.1 inhibited CRC migration, invasion, and EMT in vivo and in vitro. Mechanistically, AC010789.1 was shown to promote CRC progression through sponging miR-432-3p, leading to the upregulation of ZEB1 and activation of the Wnt/β-catenin signaling pathway. Therefore, in this study, we obtained insights into the function and mechanisms underlying AC010789.1 regulation of CRC progression and metastasis.

## Materials and Methods

### Patients and Specimens

In total, 86 pairs of freshly collected tumor tissue samples, and adjacent nontumor tissues were randomly obtained from CRC patients without preoperative treatment at The Second Hospital of Shandong University from January 2015 to August 2018. All tissue samples were immediately frozen in liquid nitrogen after surgical resection from CRC patients and stored at −80°C until used for RNA extraction. The pieces of information of CRC patients are described in Supplementary Table 1. Informed consent was obtained from all patients. Permission for the use of human samples in this study was granted by the Committee for Ethical Review of Research involving Human Subjects of The Second Hospital, Cheeloo College of Medicine, Shandong University.

### Cell Lines

The immortalized colon epithelial cell line FHC and CRC cell lines (HCT116, SW1116, SW480, HT29, and DLD1) were obtained from the Chinese Academy of Sciences Cell Bank. Cell lines were cultured with DMEM supplemented with 10% fetal bovine serum and penicillin-streptomycin at 37°C in 5% CO_2_ and 95% air.

### Luciferase Reporter Assay

For luciferase reporter assays, we constructed wild-type AC010789.1 reporter plasmid (AC010789.1-WT), mutated-type AC010789.1 reporter plasmid (AC010789.1-MUT), wild-type ZEB1-3′ untranslated regions (UTR) reporter plasmid (ZEB1-WT) and mutated-type ZEB1-3′ UTR reporter plasmid (ZEB1-MUT) with pmirGLO promoter vector. The pmirGLO vector with either wild-type fragments or mutation fragments was co-transfected with mimic NC or miR-432-3p mimic by Lipofectamine 2000 according to the manufacturer’s guidelines. 48 h after transfection, the luciferase signal was detected using the Dual-Luciferase^®^ Reporter Assay System (Promega, United States) according to the manufacturer’s instructions. The experiment was conducted three times independently.

### *In situ* Hybridization

The CRC Tissue Microarray (TMA) experiments were conducted by Shanghai Outdo Biotech Co., Ltd. (HColA180Su17). The CRC TMA containing 101 CRC patient cases, 79 of which had adjacent normal tissues from the same patient. All of these patients have detailed clinical information, including age, gender, TNM stage and so on (Supplementary Table 2). The *In situ* Hybridization (ISH) results were scored based on two parameters: (I) staining intensity score as 0 (negative), 1 (1+) or 2 (2+); (II) staining positive rate score as 0 (negative), 1 (1–25%), 2 (26–50%), 3 (51–75%), or 4 (7–100%). The product of “staining intensity score” and “staining positive rate score” was used as the total score for grouping, ≤4 was regarded as the probe low-expression group, and >4 was regarded as the probe high-expression group. All experiments were approved by the ethics committee of Shanghai Outdo Biotech Company.

### RNA Extraction and Quantitative Real-Time Polymerase Chain Reaction (qRT-PCR) Analysis

The total RNA of tissues and CRC cell lines were extracted using TRIzol reagent (Invitrogen, Carlsbad, CA, United States) and Fastagen (Feijie Biotech, Shanghai, China) respectively. The RNA concentration and purity were measured by Nanodrop 2000 (Thermo Scientific). The RNA extracted was reverse transcribed by the PrimeScript^TM^ RT reagent kit (Takara, Dalian, China). qRT-PCR was carried out using the SYBR Premix Ex Taq ^TM^ (Takara, Dalian, China); β-actin was used as the endogenous control to normalize lncRNA and mRNA expressions. For miRNA expression analysis, 1 μg of total RNA was reverse transcribed into cDNA and qRT-PCR was performed in the CFX-96 real-time PCR System (BIO-RAD, United States) with All-in-One^TM^ miRNA qRT-PCR Detection Kit (GeneCopoeia, Carlsbad, CA, United States); the results were normalized to U6 expression. The specific Primers used are listed in Supplementary Table 3. All reactions were carried out in triplicate. The relative expressions of lncRNAs, mRNA, and miRNA from tissue samples and cell lines were calculated using the 2^–ΔΔ*ct*^ method.

### RNA Oligoribonucleotides and Cell Transfections

The short interfering RNA (siRNA) specific for AC010789.1, miR-432-3p mimic, mimic negative control (NC), miR-432-3p inhibitor, and inhibitor NC oligonucleotides were obtained from GenePharma (Shanghai, China). Lipofectamine 2000 (Invitrogen) was used for cell transfection according to their manufacturer’s instructions.

### Generation of Stable Cell Lines

To establish stable AC010789.1 knockdown cells, a lentivirus vector encoding specific shRNA sequences or the negative control vector was constructed, which can express the green fluorescent protein (GFP) and puromycin resistance gene. After the transfection of the lentivirus vector, the cells were then subjected to drug selection (2.5 μg/ml puromycin). The expression of GFP was observed under a fluorescence microscope to confirm the transfection efficiency, and efficiency of the knockdown was verified by qRT-PCR.

### Overexpression Plasmid Construction

To construct a plasmid overexpressing AC010789.1, the full-length human AC010789.1 sequence was synthesized and subcloned into the pEX-3 vector (GenePharma, Shanghai, China). The pENTER-ZEB1 plasmid for upregulation of the ZEB1 gene was obtained from Vigene BioSciences. Besides, the pENTER-ZEB1 plasmid does not contain the 3′UTR region of ZEB1, which is the site where miR-432-3p binds. Lipofectamine 2000 (Invitrogen) was used for cell transfection of plasmid according to the manufacturer’s instructions.

### Real-Time Cell Analysis

Each well of *E*-plates was filled with 50 μl of culture media, and the background impedance measurement was performed within 10 min. Cell suspensions with cell density 5 × 10^3^ cells/well were seeded into the *E*-plate. Then, the *E*-plate was incubated for 30 min at room temperature to allow for an initial cells’ adhesion at the bottom of each well. Then the plates were plated in 37°C incubators. The Real-Time Cell Analysis (RTCA) software was used for cell index values analysis.

### Colony Formation Assay

Cells transfected with si-AC010789.1 for 48 h were trypsinized into a single-cell suspension. Then cells were seeded (1000 cells per well) in six-well plates. After 14 days, the plates were gently washed with phosphate-buffered saline (PBS) and fixed with 4% paraformaldehyde for 30 min, then stained using crystal violet. Colonies with over 50 cells were manually counted.

### Transwell Migration and Invasion Assays

The in vitro cell migration assay was performed using transwell chambers (8 μm pore size; Costar), and transwell invasion assay was conducted using the transwell chambers (8 μm pore size; Costar) and Matrigel (BD Biosciences, San Jose, CA, United States), according to the manufacturer’s instructions. For migration and invasion assays, media containing 20% FBS in the lower chamber served as a chemoattractant. After 24 or 48 h, the nonmigrating or noninvasive cells were removed from the upper face of the filters using cotton swabs. The migrated and invaded cells located on the lower side of the chamber were fixed with 4% paraformaldehyde and stained using crystal violet, air dried, photographed and counted. The number of migratory and invasive cells were counted in 5 randomly selected visual fields from the central and peripheral portions of the filter.

### Immunofluorescence Assay

HCT116 cells with AC010789.1 knockdown were cultured and fixed on 12 mm × 12 mm glass slides. After incubation with antibodies specific for E-cadherin and Vimentin, the slides were incubated with a fluorescent secondary antibody for 2 h at room temperature in the dark. Finally, the slides were mounted by adding DAPI-Fluoromount-G (Southern Biotech, SBA, Birmingham, AL). Images were captured with a microscope (Zeiss, Germany) and quantified using ImageJ software.

### Western Blot Assay

Total cell lysates were obtained using the RIPA buffer (Sigma-Aldrich) and quantified with the BCA Protein Quantification Kit (Vazyme Biotech Co. Ltd., Nanjing, China). Proteins were separated by SDS-polyacrylamide gel electrophoresis (SDS–PAGE) and transferred to Immobilon-P PVDF membrane (Millipore, United States). After being blocked with 5% nonfat milk in TBS-Tween 20 for 2 h at room temperature, membranes were incubated at 4°C overnight with primary specific antibodies to β-actin (cell signaling technology#3700S, 1:1000), β-catenin (cell signaling technology#8480T, 1:1000), vimentin (cell signaling technology#D21H3, 1:1000), E-cadherin (cell signaling technology#3195S, 1:1000), Cyclin D1 (cell signaling technology#2978S, 1:1000) C-myc (Abcam#AB32072, 1:1000), Lamin B1 (Proteintech#12987-1-AP, 1:1000), TCF8/ZEB1 (cell signaling technology#3396, 1:1000). After incubation with respective horseradish peroxidase-conjugated secondary antibodies, the blots were detected using the High-sensitivity ECL Chemiluminescence Detection Kit (Vazyme Biotech Co. Ltd, Nanjing, China) and quantified using ImageJ software.

### RNA Sequencing Analysis

Total RNA was extracted from HCT116 cells with AC010789.1 knockdown using the RNeasy mini kit (Qiagen, Germany). TruSeq^TM^ RNA Sample Preparation Kit (Illumina, United States) was used to synthesize the paired-end libraries according to the TruSeq^TM^ RNA Sample Preparation Guide. The mRNA expression profiles of the treated HCT116 cells were determined using the Illumina NovaSeq 6000 (Illumina, United States) following the manufacturer’s instructions. The library construction and sequencing were performed at the Shanghai Sinomics Corporation. Cuffdiff was used to evaluate differentially expressed genes. The differentially expressed mRNAs were selected using the following filter criteria: *P* < 0.05 and log2| fold change| >1.

### Animal Experiments

For the in vivo tumor formation assay, HCT116 cells stably transfected with sh-AC010789.1 and shRNA-NC were subcutaneously injected into the right armpit region of 12 five-week-old male BALB/c nude mice which were randomly divided into two groups (*n* = 6 for each group). The tumor volume was measured every 4 days. Twenty days after injection, the animals were sacrificed, and the xenograft tumors were isolated and processed for further assays.

For metastasis experiments, 1 × 10^6^ HCT116 cells stably transfected with sh-AC010789.1 and shRNA-NC in 0.1 ml PBS were injected into the tail vein of 12 five-week-old male BALB/c nude mice which were randomly divided into two groups (*n* = 6 for each group). After 5 weeks of injection, lung tissues were isolated from the mice, and tissue sections were stained with hematoxylin and eosin. The numbers of metastatic lung nodules were counted in five random sections per lung, and the operators and investigators were blinded to the group allocation. All animal studies were performed with approval from the Institutional Animal Care and Use Committee of The Second Hospital, Cheeloo College of Medicine, Shandong University.

### TCGA Gene Expression Datasets Analyses

The RNA sequencing data of 647 CRC tissues and 51 healthy tissues, including clinicopathological information, were downloaded from The Cancer Genome Atlas (TCGA) database. The clinical and demographic characteristics for TCGA CRC are shown in Supplementary Table 4. The data were preprocessed by using R software and packages. Differently expressed lncRNAs were detected with the “DESeq2” package in R software. LncRNAs with adjusted *P*-values < 0.05 and log2| fold change| >3 were considered statistically significant. To identify prognostic lncRNAs, the univariate Cox regression and Kaplan-Meier analysis were applied to analyze the survival-associated lncRNAs, *P* < 0.05 was considered statistically significant. This study met the publication guidelines and data access policies provided by TCGA^1^.

### Statistical Analysis

All statistical analyses were assessed using SPSS 19.0 (SPSS, Chicago, IL, United States) or GraphPad Prism5 (GraphPad Prism, Inc., La Jolla, CA, United States). The data between two groups were compared using the student’s *t*-test and one-way analysis of variance (ANOVA) were used to compare the variance of multiple groups. The nonparametric Mann-Whitney test was performed to compare the correlation between AC010789.1 level and clinical parameters. Correlation between AC010789.1, miR-432-3p, and ZEB1 were analyzed using Spearman correlation tests. Survival curves were estimated with the Kaplan–Meier method. All experiments were performed in triplicate and data are presented as mean ± SEM from triplicate independent experiments. *P* < 0.05 was considered statistically significant.

## Results

### AC010789.1 Is Upregulated in CRC and Associated With Poor Prognosis

The RNA sequencing data of 647 CRC tissues and 51 normal tissues, including clinicopathological information (Supplementary Table 4), were downloaded from TCGA^2^ database. An adjusted *P* < 0.05 and the absolute log2 fold change (log2FC) >3 was considered statistically significant. A total of 435 differentially expressed lncRNAs were identified in patients with CRC (Figure 1A). Among them, 11 lncRNAs were associated with overall survival through univariate Cox regression and Kaplan-Meier analysis (*P* < 0.05) (Figure 1B). We focused on the up-regulated lncRNAs because they are more likely to be used as early diagnostic markers or therapeutic targets, compared to the downregulated lncRNAs. In particular, we selected AC010789.1 for further analysis. AC010789.1 was significantly elevated in CRC tissues compared to normal tissues (Figure 1C), and patients with high AC010789.1 expression had shorter survival times in the TCGA database (Figure 1D). To validate TCGA database findings, we examined the expression level of AC010789.1 in 86 CRC tissues and adjacent normal tissues. We demonstrated that AC010789.1 was upregulated (Figure 1E). Correlation with clinical data revealed that AC010789.1 expression level significantly correlated with higher rates of lymph node metastasis (*P* = 0.02) (Figure 1F and Supplementary Table 5). Moreover, AC010789.1 expression was significantly upregulated in CRC cell lines compared to FHC (Supplementary Figure 1A).

**FIGURE 1:**
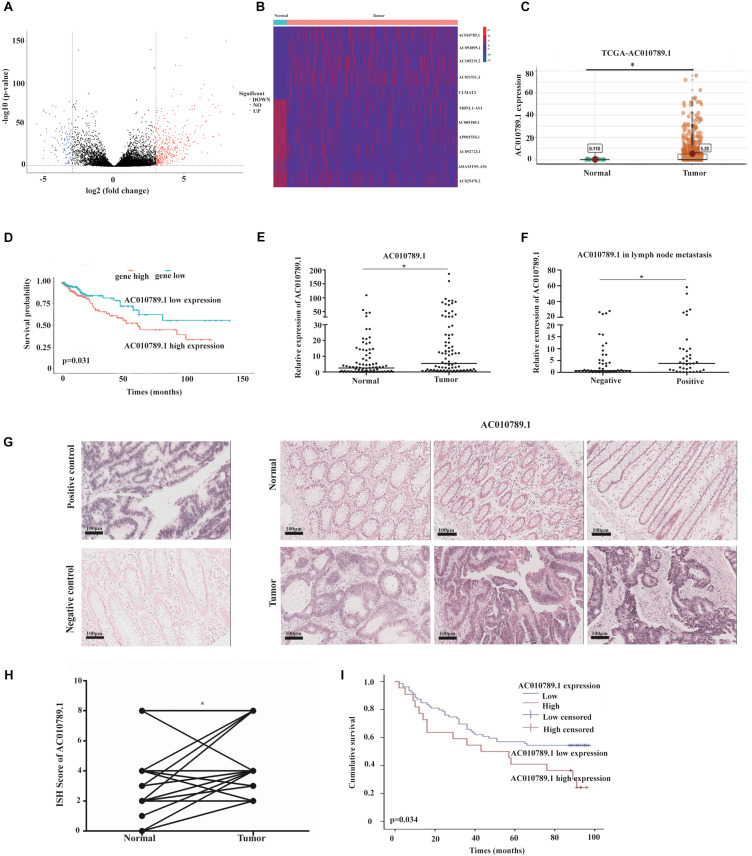
AC010789.1 is upregulated in CRC tissues, and its overexpression correlates with poor outcome of CRC. **(A)** Volcano plot of expression changes greater than triple of lncRNAs in CRC and normal tissues. (criteria: *P* < 0.05 and | log2FC| >3). **(B)** Heat map of lncRNAs that were abnormally expressed and associated with prognosis in CRC (criteria: *P* < 0.05). **(C)** AC010789.1 expression level in CRC tissues (*n* = 647) and normal tissues (*n* = 51) analyzed using the TCGA database. **(D)** Kaplan-Meier analysis of the overall survival of CRC patients with high and low levels of ACO10789.1 using the TCGA database. **(E)** Expression level of AC010789.1 in an additional CRC tissues (*n* = 86) and normal tissues (*n* = 86) were detected by qRT-PCR. **(F)** Relative expression level of AC010789.1 in CRC with lymph node metastasis (*n* = 37) and non-lymph node metastasis (*n* = 49). **(G)** ISH analysis of AC010789.1 expression in CRC tissues (*n* = 76) and normal tissues (*n* = 76) (Positive control, U6; negative control, scrambled lncRNA control), Scale bar: 100 μm. **(H)** ISH analysis of AC010789.1 expression in CRC and paired normal tissues. **(I)** Kaplan-Meier analysis for overall survival of CRC patients with low and high AC010789.1 expression (*P* = 0.034), *P < 0.05.

To further test whether AC010789.1 expression correlated with poor outcome of CRC, the expression level of AC010789.1 was measured by ISH in CRC patients with different clinicopathological features. The results showed that AC010789.1 expression level was higher in CRC tissues compared with paired normal tissues (Figures 1G,H and Supplementary Figure 1B). Moreover, Kaplan-Meier survival analysis revealed that patients with high AC010789.1 level had significantly lower overall survival (*P* = 0.034) (Figure 1I). Accordingly, these results strongly indicated that AC010789.1 was significantly overexpressed in CRC tissues and might be an essential factor for predicting prognosis in CRC patients.

### Knockdown of AC010789.1 Suppresses Proliferation, Migration, Invasion, and EMT of CRC Cells

To better understand the biological effects of AC010789.1 on CRC development, loss-of-function experiments were conducted. Sine AC010789.1 has the highest expression in HCT116 and SW1116 cells, we used siRNAs to silence AC010789.1 expression in these two cell lines (Supplementary Figure 1A). The knockdown efficiency of AC010789.1 in HCT116 and SW1116 cells were verified by qRT-PCR and we selected siAC010789.1-2 for further study (abbreviated as si-AC010789.1) (Supplementary Figure 2A). Subsequently, RTCA assays were performed, and results showed that the downregulation of AC010789.1 resulted in decreased cell proliferation (Figures 2A,B). Colony formation assays demonstrated that the silencing of AC010789.1 decreased the numbers of colonies (Figure 2C). Next, it was clear that the silencing of AC010789.1 significantly reduced the migratory and invasive capabilities of HCT116 and SW1116 cells (Figures 2D,E). Also, Western blot analysis identified increased epithelial maker E-cadherin expression, and decreased mesenchymal maker vimentin expression after AC010789.1 downregulation (Figures 2F,G). The qRT-PCR analysis showed similar trends of the expressions of E-cadherin and vimentin (Supplementary Figures 2B,C). To further investigate the role of AC010789.1 in regulating EMT of CRC cell, HCT116-shAC010789.1 and SW1116-shAC010789.1 stable cell lines were, respectively, established (Supplementary Figures 2D–F). Immunofluorescence staining revealed an increase in E-cadherin expression as well as the loss of vimentin expression in HCT116-shAC010789.1 stable cells (Figure 2H). Taken together, these experiments revealed essential functions of AC010789.1 in CRC cell proliferation, migration, invasion and EMT.

**FIGURE 2:**
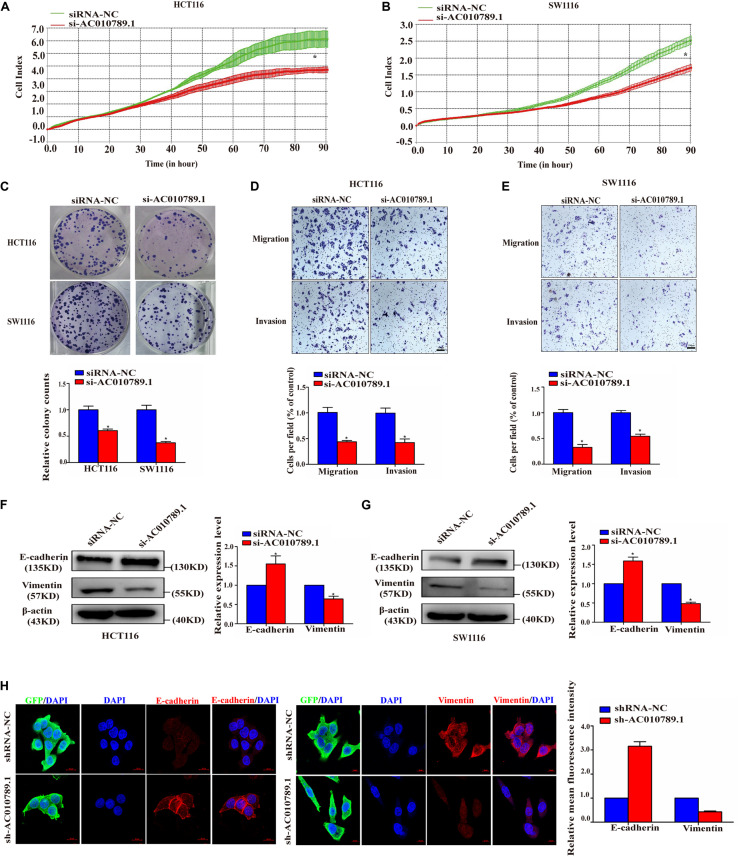
Silencing AC010789.1 inhibits proliferation, migration, invasion, and EMT of CRC cells in vitro. **(A,B)** The si-AC010789.1 mediated effect on proliferation was monitored by measuring cell impedance using the RTCA instrument. **(C)** Colony formation assay in HCT116 and SW1116 cells with AC010789.1 knockdown. **(D,E)** Transwell assay for investigating migration and invasion change in HCT116 and SW1116 cells after AC010789.1 knockdown, Scale bar: 100 μm. **(F,G)** The relative expression levels of E-cadherin and vimentin were determined by western blot in HCT116 and SW1116 cells with AC010789.1 knockdown. **(H)** The shRNA-NC and sh-AC010789.1 stable HCT116 cells were stained with antibodies to E-cadherin (red), vimentin (red) and GFP (green) and then stained with DAPI to detect nuclei (blue). Scale bar: 10 μm. Data are representative of three independent experiments and are presented as mean ± SEM. *P*-values were determined by two-tailed student’s *t*-test (*P < 0.05).

### AC010789.1 Silencing Inhibits Tumorigenicity and Metastasis of CRC Cells *in vivo*

To further explore the role of AC010789.1 in tumor development and progression in vivo, we established a nude mice xenograft model by implanting HCT116 sh-AC010789.1 or shRNA-NC stable cells. The results showed that the tumor volumes and the mean weights were significantly decreased in the sh-AC010789.1 group compared with those of the shRNA-NC group (Figures 3A–C). We performed qRT-PCR to evaluate AC010789.1 expression in xenografted tumor tissues. As expected, tumors formed from sh-AC010789.1 stable cells exhibited decreased AC010789.1 expression (Figure 3D). Moreover, tumor cell proliferation was assessed using proliferation-related nuclear antigen ki67 immunoreactivity. As shown in Figure 3E, the downregulation of AC010789.1 inhibited tumor cell proliferation. Then, we investigated the effect of AC010789.1 on CRC metastases by a tail vein injection model. Nude mice were injected via tail vein with 1 × 10^6^ cells, 5 weeks after injection, we found that sh-AC010789.1 stable cells produced significantly weaker metastasis as compared with shRNA-NC cells (Figures 3F,G). These data showed that AC010789.1 silencing inhibited tumor proliferation and metastasis in vivo.

**FIGURE 3:**
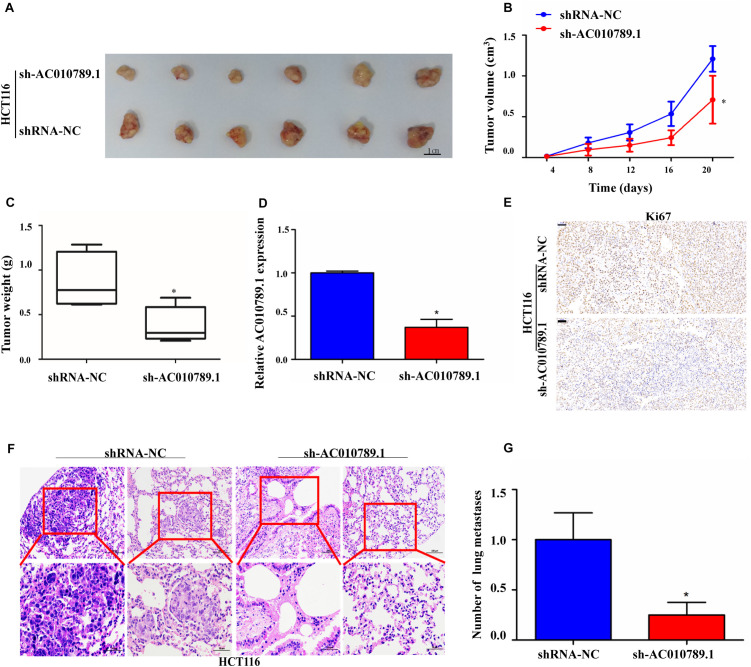
Silencing AC010789.1 inhibits tumor growth and metastasis in vivo. **(A)** The subcutaneous xenograft tumors of HCT116 cells isolated from nude mice; tumors were photographed from each group (*n* = 6), Scale bar: 1 cm. **(B)** The tumor growth curves of in vivo tumor volumes (*n* = 6/group). **(C)** Tumor weights of each group (*n* = 6) were also measured. **(D)** The qRT-PCR was performed to detect the expression level of AC010789.1 in the tumors (*n* = 6/group). **(E)** Representative images of immunohistochemistry stained for Ki67 using the tumor section, Scale bar: 50 μm. **(F)** The microscopic images of lung tissue sections stained by hematoxylin and eosin. **(G)** The number of metastatic nodules in the lung were counted. Data are presented as mean ± SEM, *n* = 6 for each group. *P*-values were determined by two-tailed student’s *t*-test (*P < 0.05).

### MiR-432-3p Directly Binds to AC010789.1 Producing an Anti-tumor Effect in CRC Cells

It has been reported that lncRNAs can act as miRNAs sponge to regulate downstream targets. Given that AC010789.1 is slightly enriched in the cytoplasm (Figure 4A), we explored whether AC010789.1 might also function via the ceRNA mechanism. Therefore, the putative candidate miRNAs binding AC010789.1 were predicted using LncBase Predicted v.2. Then, combined with the bioinformatic analysis results of Wang X. et al. (2018a), three miRNAs (miR-432-3p, miR-7854-3p, and miR-4796-3p) were identified to combine with AC010789.1. Among these miRNAs, miR-432-3p was most highly expressed after AC010789.1 silencing in HCT116 cells (Supplementary Figure 3A). Besides, the expression level of miR-432-3p negatively correlated with AC010789.1 expression level in 24 CRC tissues, while miR-4796-3p and miR-7854-3p were not correlated with AC010789.1 expression (Supplementary Figures 3B–D). Hence, we considered miR-432-3p as our potential candidate. In order to check the relationship between AC010789.1 and miR-432-3p, we used miR-432-3p mimic and inhibitor, whose mimicking or inhibitory activity was checked in HCT116 and SW1116 cells (Figures 4B,C). Transfection of miR-432-3p mimic into HCT116 and SW1116 cells decreased the expression of AC010789.1 (Figure 4D), and the opposite results were observed when miR-432-3p was downregulated (Figure 4E). Additionally, AC010789.1 knockdown led to significant upregulation of miR-432-3p expression (Figure 4F). Thus, to obtain direct evidence for the interaction between AC010789.1 and miR-432-3p, we subcloned wild-type (AC010789.1-WT) and mutated (AC010789.1-MUT) miR-432-3p binding sites into dual-luciferase reporters (Figure 4G). Dual-luciferase assays showed that miR-432-3p mimic reduced luciferase activities with the AC010789.1-WT expression vector, but not the AC010789.1-MUT (Figure 4H), which suggest that miR-432-3p is a direct target of AC010789.1.

**FIGURE 4:**
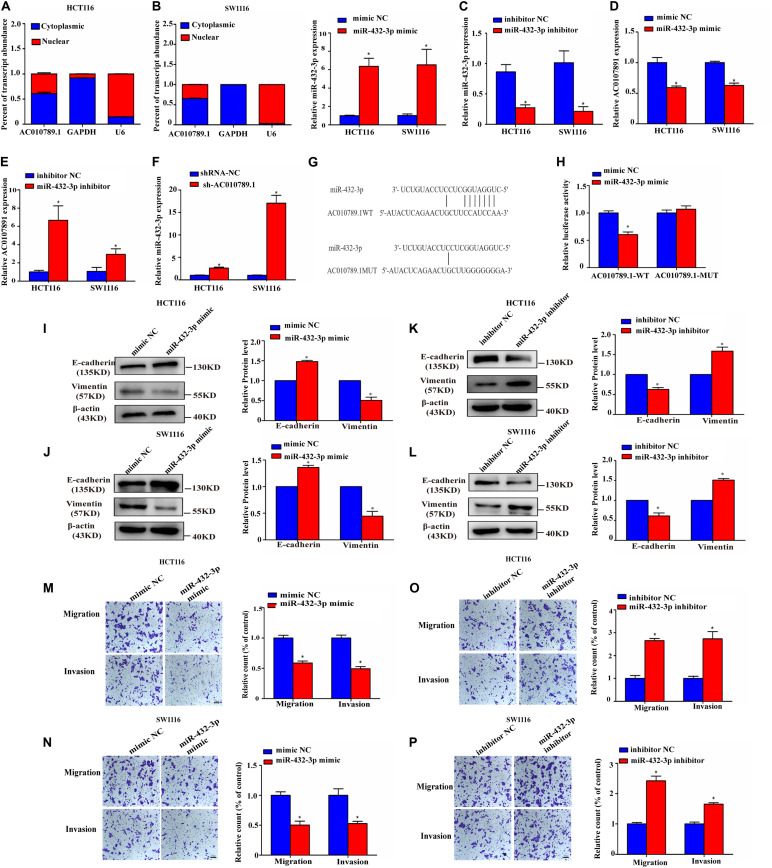
MiR-432-3p directly binds to AC010789.1, producing an anti-tumor effect in CRC cells. **(A)** Level of AC010789.1 in the nuclear and cytoplasmic fractions of HCT116 and SW1116 cells. **(B)** Relative expression of miR-432-3p in HCT116 and SW1116 cells transfected with mimic NC or miR-432-3p mimic. **(C)** Relative expression of miR-432-3p in HCT116 and SW1116 cells transfected with inhibitor NC or miR-432-3p inhibitor. **(D)** Relative expression of AC010789.1 in HCT116 and SW1116 cells transfected with mimic NC or miR-432-3p mimic. **(E)** Relative expression of AC010789.1 in HCT116 and SW1116 cells transfected with inhibitor NC or miR-432-3p inhibitor. **(F)** Relative expression of miR-432-3p in HCT116 and SW1116 cells with stable shRNA-NC or sh-AC010789.1. **(G)** The schematic model showed the putative binding sites of miR-432-3p on AC010789.1. **(H)** Luciferase activity of AC010789.1-WT and AC010789.1-MUT reporter plasmid in HCT116 cells co-transfected with mimic NC or miR-432-3p mimic. **(I,J)** Expression levels of E-cadherin and vimentin were determined by western blot after transfection with mimic NC or miR-432-3p mimic in HCT116 and SW1116 cells. **(K,L)** Expression levels of E-cadherin and vimentin were determined by western blot after transfection with inhibitor NC or miR-432-3p inhibitor in HCT116 and SW1116 cells. **(M,N)** Transwell assay for investigating migration and invasion change after transfection with mimic NC or miR-432-3p mimic in HCT116 and SW1116 cells. **(O,P)** Transwell assay for investigating migration and invasion change after transfection with inhibitor NC or miR-432-3p inhibitor in HCT116 and SW1116 cells. Data are representative of three independent experiments and are presented as mean ± SEM. *P*-values were determined by two-tailed student’s *t*-test (*P < 0.05).

We further analyzed the role of miR-432-3p in EMT, migration, and invasion of CRC cells. Results showed that overexpression of miR-432-3p enhanced the expression of E-cadherin and reduced the expression of vimentin in both protein and mRNA levels, whereas inhibition of miR-432-3p had the opposite effect (Figures 4I–L and Supplementary Figures 3E,F). As expected, the transwell assays confirmed that miR-432-3p mimic induced decreased migration and invasion capabilities (Figures 4M,N), whereas miR-432-3p inhibitor induced increased migration and invasion capabilities (Figures 4O,P), indicating that miR-432-3p was involved in EMT, migration, and invasion of CRC cells.

### MiR-432-3p Inhibits Migration and Invasion of CRC Cells Through Targeting ZEB1

As stated earlier, miRNAs exert their multiple biological functions mainly by suppressing mRNA translation or degrading mRNA. 

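HCT116 cells, an established human colorectal cancer line whose identity was not tested here, were transfected with an siRNA against AC010789.1 (si-AC010789.1) or with a negative control siRNA (siRNA-NC), and paired-end TruSeq libraries of 3 replicates per group were sequenced on an Illumina NovaSeq. The authors deposited whole-number read counts per Ensembl transcript, without normalization. The total count was 11277222, 13311444 and 13443866 in siRNA-NC replicates 1, 2 and 3, and 11500333, 12448553 and 12358983 in si-AC010789.1 replicates 1, 2 and 3. The 10 most abundant transcripts took from 7.12% to 8.02% of the counts of a library. The paper names Cuffdiff for differential expression, with an unadjusted p-value under 0.05 and an absolute log2 fold change over 1 as criteria. Its text does not name the aligner, the counting program or the genome build, nor how reads that several transcripts of a gene share were assigned. The count table lists 98886 transcripts, each with at least 3 counts over the 6 libraries, and 98782 of their identifiers were matched to the GENCODE v29 annotation of GRCh38, where they belong to 18750 genes. Among them were 49661 of the 83129 protein-coding transcripts and 180 of the 14379 lincRNA transcripts of that annotation. Counts were summed over the transcripts of each gene, and the gene sums were tested with edgeR's quasi-likelihood test after TMM normalization and a filter on low counts, which left 13750 genes. The same test was run on 44319 single transcripts, a choice made after the count table was seen to list transcripts. The biological coefficient of variation, the fitted spread between replicates, was 0.170 for genes and 0.698 for transcripts, so a change in a single transcript had to be larger to pass the same threshold. A level of 3 counts corresponds to between 0.223 and 0.266 CPM (counts scaled to a fixed library size) in these libraries.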

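AC010789.1 (ENSG00000224817.1) is a lincRNA gene on chromosome 10 of GRCh38, from 101704652 to 101708401 on the minus strand, with 1 transcript of 2 exons and 291 nt. Its level was not analysed here, so the group labels were not checked against the targeted transcript. Of the 13750 genes, 135 had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 39 of them higher and 96 lower in si-AC010789.1. At the paper's criteria, 107 genes differed, 50 higher and 57 lower. The 3 values of a group lay apart from the 3 of the other for 3453 genes (25.1%), where chance gives 10%. DESeq2 in place of edgeR gave 528 genes at an adjusted p-value under 0.05, of which 220 were higher and 308 lower and 129 were among the 135. Without the filter on low counts, 332 genes met the paper's criteria. With 1 library left out, from 12 (without si-AC010789.1 replicate 3) to 37 genes (without si-AC010789.1 replicate 1) passed, and up to 169 met the paper's criteria, without si-AC010789.1 replicate 2. Among single transcripts, 6 had an adjusted p-value under 0.05, and 1549 met the paper's criteria, 796 higher and 753 lower. The paper's Supplementary Table S6 lists 5735 transcripts, of which the first 1999 were used here, and 270 of these have an FDR under 0.05 in the paper's own column.

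The largest rise among genes with an adjusted p-value under 0.05 and separate groups was that of AC026471.1 (ENSG00000260267.1, chromosome 16, from 31456711 to 31459736 on the minus strand), from 1.04 ± 0.177 CPM in siRNA-NC to 11.4 ± 1.47 CPM in si-AC010789.1 (SD, n = 3 each). Its log2 fold change was 3.46 (standard error 0.19, adjusted p = 0.00694 from edgeR). AC026471.1 is annotated as antisense and overlaps ARMC5, so its level is uncertain where the counting ignored the strand. SDC1 rose from 53.9 ± 2.59 to 139 ± 23.4 CPM, a log2 fold change of 1.36 (standard error 0.13, adjusted p = 0.0157). MPC2, OAZ2 and MT-TV rose by log2 fold changes of 1.47, 1.23 and 1.05, with adjusted p-values from 0.0389 to 0.0443. MPC2 overlaps DCAF6 and OAZ2 overlaps AC100830.3 on the other strand, which leaves their levels uncertain. NRM fell from 39.3 ± 2.47 to 12.3 ± 1.75 CPM (log2 fold change −1.68, standard error 0.12, adjusted p = 0.0102). NUP50, MTUS2 and RGL1 fell by 1.54, 1.37 and 1.31 on the log2 scale, with adjusted p-values from 0.0311 to 0.0470, and MTUS2 overlaps MTUS2-AS1. GP1BB had 15, 29 and 28 counts in siRNA-NC and 0 in each si-AC010789.1 library, at least 7.54-fold lower, but it shares exons with SEPT5 and SEPT5-GP1BB and its level is uncertain. For each of these 10 genes the exact two-sided permutation p was 0.1, the smallest that 3 libraries against 3 allow. AC026471.1 and NRM kept an adjusted p-value under 0.05 in all 6 fits that left out 1 library, and the other 8 genes lost it in at least 1 of them.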

After verifying that AC010789.1 was knocked down (Supplementary Figure 4A), we further examined the differential expression of mRNAs using RNA sequencing between si-AC010789.1 and siRNA-NC cells (Figures 5A,B), the differentially expressed mRNAs are presented in Supplementary Table S6. Gene Ontology (GO) enrichment analysis demonstrated that these candidate genes were mainly enriched in cell-substrate junction and cell migration (Figure 5C). Thus, we focused on EMT-related genes, such as snail1, snail2, vimentin, and ZEB1. However, a search of the TargetScan database indicated that only ZEB1-3′ UTR contained one region complementary to the “seed” region of miR-432-3p (Figures 5D,E). 

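The paper's GO analysis rests on its own list of differentially expressed transcripts. GO annotation was not used here, and hand-written gene lists for the same processes were tested on all genes instead, with limma's camera (preset correlation 0.01) and fry, both two-sided and adjusted over 8 lists. Both tests look for a shift of a list in 1 direction, higher or lower, and can miss genes that change both ways. Of 101 genes on the list for the cell-substrate junction, 93 were tested, and 45 of them were higher in si-AC010789.1. Their median log2 fold change was −0.0078, which was not distinguishable from that of the other genes (adjusted p = 0.869 from limma's camera, 0.20 from fry). The direction of this median changed with quantile normalization (0.0012) and without siRNA-NC replicate 2 (0.0090), siRNA-NC replicate 3 (0.0079) or si-AC010789.1 replicate 1 (0.0088), and it was −0.029 without siRNA-NC replicate 1. Of 93 genes on the list for cell migration, 83 were tested and 37 were higher, with a median of −0.042 (adjusted p = 0.781 from camera and 0.20 from fry). The migration median was −0.018 without siRNA-NC replicate 3. No junction gene had an adjusted p-value under 0.05 over all genes and 4 did when adjusted over the list alone. On the migration list these counts were 1 and 2. With DESeq2, 6 junction genes and 7 migration genes passed over all genes. Adjusted over the list alone, 10 junction and 7 migration genes passed with DESeq2, and 14 migration genes with quantile normalization. With 1 library left out, no junction gene passed over its list alone, and 5 migration genes did without si-AC010789.1 replicate 3 and none in the other 5 fits. The 1 migration gene was MET, with a log2 fold change of −0.34 (adjusted p = 0.0470 from edgeR's quasi-likelihood test); it is named because it was the only gene counted, after its value was seen.

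**Figure D1:**
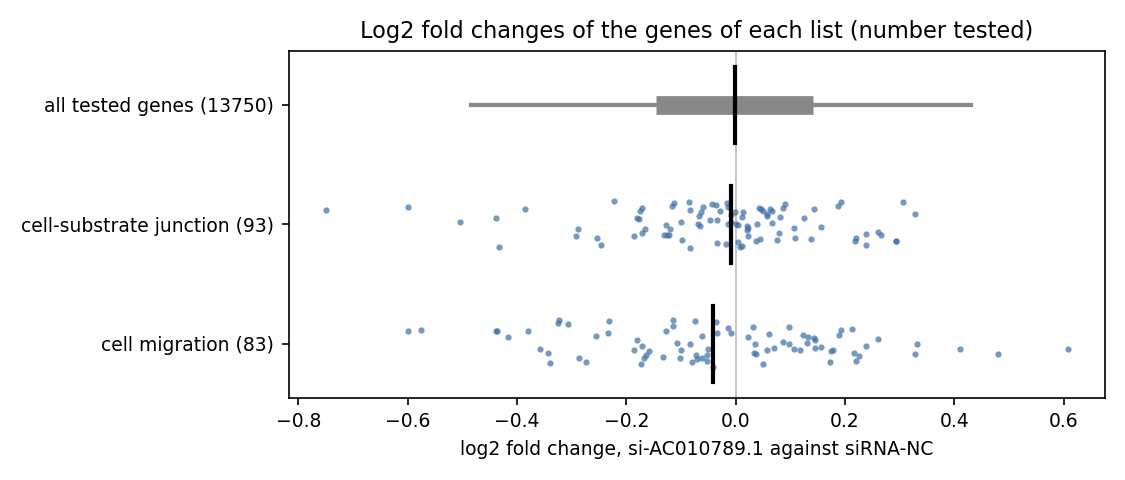
Log2 fold changes of si-AC010789.1 against siRNA-NC for all 13750 tested genes (box from the 25th to the 75th percentile, line from the 5th to the 95th) and for each gene of the lists for the cell-substrate junction (93 points) and cell migration (83 points); the vertical bar is the median. The points of both lists lie on both sides of 0.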

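ZEB1 (ENSG00000148516.21) lies on chromosome 10 of GRCh38 from 31318495 to 31529814 on the plus strand. Summed over its transcripts, its level was 28.0 ± 4.95 CPM in siRNA-NC and 42.7 ± 13.0 CPM in si-AC010789.1 (SD, n = 3 each). The log2 fold change was 0.61 (standard error 0.23), higher in si-AC010789.1, with an adjusted p of 0.259 from edgeR's quasi-likelihood test, and the 2 groups overlapped (exact two-sided permutation p = 0.2). Leaving out 1 library at a time gave log2 fold changes from 0.33, without si-AC010789.1 replicate 3, to 0.77. ZEB1 overlaps ZEB1-AS1 on the other strand. The counts of single ZEB1 transcripts varied far more than their sum. ENST00000320985 had 3, 150 and 4 counts in siRNA-NC and 263, 31 and 181 in si-AC010789.1, while ENST00000361642 had 200, 50 and 204 against 62, 149 and 33. Of the paper's Supplementary Table S6, the first 1999 transcripts were used here. The ZEB1 transcript among them is ENST00000424869, with the paper's log2 fold change of −2.91 and the paper's FDR of 0.445. It had 15, 10 and 6 counts in siRNA-NC and 2, 1 and 1 in si-AC010789.1, at least 3.4-fold lower (exact two-sided permutation p = 0.1, the smallest possible). Without siRNA-NC replicate 1 the bound was 2.45-fold. These counts were under the filter of the test; without the filter its adjusted p was 0.813.

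**Figure D2:**
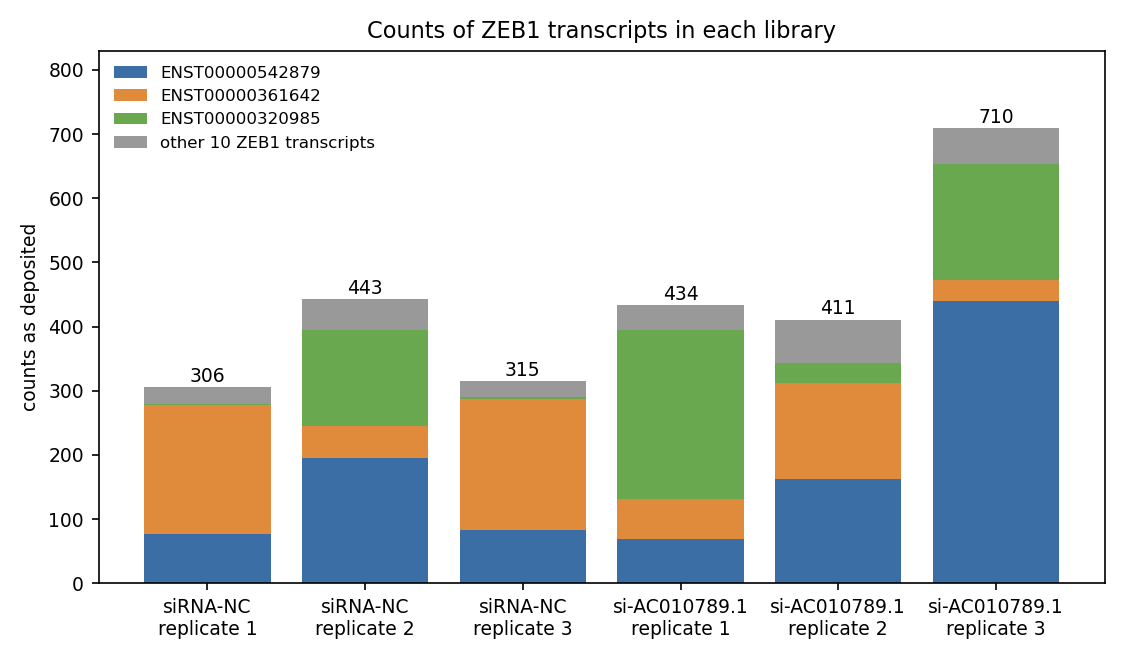
Counts as deposited (vertical axis) of the ZEB1 transcripts in each of the 6 libraries, stacked by transcript, with the sum above each bar. The sums run from 306 to 443 in siRNA-NC and from 411 to 710 in si-AC010789.1, and the transcript that makes up most of the sum differs between libraries of the same group.

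The groups overlapped for SNAI1, SNAI2 and VIM. SNAI1 (chromosome 20, from 49982999 to 49988886) was at 14.3 ± 1.04 and 13.8 ± 2.28 CPM (log2 fold change −0.05, adjusted p = 0.894 from edgeR). Its direction changed without siRNA-NC replicate 1 (0.0063) and without si-AC010789.1 replicate 2 (0.08). SNAI2 (chromosome 8, from 48917604 to 48921740) was at 14.5 ± 0.887 and 13.8 ± 0.945 CPM (log2 fold change −0.07, adjusted p = 0.760). VIM (chromosome 10, from 17228259 to 17237593) was at 831 ± 73.3 and 727 ± 89.1 CPM (log2 fold change −0.19, adjusted p = 0.397), and overlaps VIM-AS1 and AL133415.1 on the other strand. CDH1, which encodes E-cadherin, had 8, 9 and 9 counts in siRNA-NC and 10, 10 and 13 in si-AC010789.1. This was 0.687 ± 0.0186 and 0.907 ± 0.130 CPM, higher in si-AC010789.1 (exact two-sided permutation p = 0.1, the smallest possible). These counts were under the filter, and CDH1 overlaps AC099314.1 on the other strand. Of 33 mesenchymal markers on a hand-written list, 24 were tested and 11 were higher, with a median log2 fold change of −0.033 (adjusted p = 0.869 from limma's camera, 0.20 from fry); 2 passed when adjusted over the list alone. Of 42 epithelial markers, 31 were tested and 16 were higher, with a median of 0.047 (adjusted p = 0.869 from camera, 0.260 from fry), and 3 passed when adjusted over the list alone. With 1 library left out, none of the mesenchymal markers passed over the list alone, and 1 epithelial marker did, without si-AC010789.1 replicate 1. The epithelial median turned to −0.026 without the filter on low counts and was 0.0059 without siRNA-NC replicate 2, and the mesenchymal median was −0.0014 without si-AC010789.1 replicate 1. Without the filter the mesenchymal list was lower with fry (adjusted p = 0.0283) and not with camera (0.511). Neither list held a gene with an adjusted p-value under 0.05 over all genes with edgeR, while 2 mesenchymal and 3 epithelial genes passed with DESeq2.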

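The ZEB1 site drawn in Figure 5E, CAAGGCTCTAACCCGCCTTCATCCAA, matched chromosome 10 of GRCh38 from 31528165 to 31528190 on the plus strand. It lies in the 3′ UTR of ZEB1, in the last exon, at nt 4386 to 4411 of ENST00000320985, which is 5423 nt long. In its surroundings, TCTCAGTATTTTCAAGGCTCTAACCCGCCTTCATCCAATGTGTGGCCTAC, the bases CATCCA that pair with the seed of miR-432-3p (CUGGAUGGCUCCUCCAUGUCU) run from 31528184 to 31528189. Of the 25 ZEB1 transcripts in GENCODE v29, 5 contain the site, and 4 of these were among the 13 analysed. ENST00000424869 ends at 31520200 with its coding sequence and does not contain it. AC010789.1 has CATCCA at nt 67 to 72 of its transcript (chromosome 10, from 101708330 to 101708335, minus strand), within CAGAACTGCTTCCATCCAAGTCTTTGATGT. A search of the annotated 3′ UTRs for CATCCAA or CCATCCA, the 7-base matches to the seed, found a site in ZEB1 and none in SNAI1, SNAI2 or VIM.

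Over all 12313 tested genes with an annotated 3′ UTR, 2157 had such a site. Their mean log2 fold change was −0.0038 below that of 10000 random sets of genes with the same 3′ UTR lengths (SD of the sets 0.0054, two-sided permutation p = 0.487). With the 6-base match CATCCA, the difference for 4033 genes was −0.0071 (SD 0.0033, permutation p = 0.03). Both p-values come from random sets of genes and do not measure the spread between the 6 libraries. The 6-base match was not run with a library left out, so its dependence on single libraries is not known. The 7-base difference changed its direction without the filter on low counts (0.0040) and without si-AC010789.1 replicate 2 (0.0046). The mature miR-432-3p is too short for these libraries and its level was not analysed here.

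**Figure D3:**
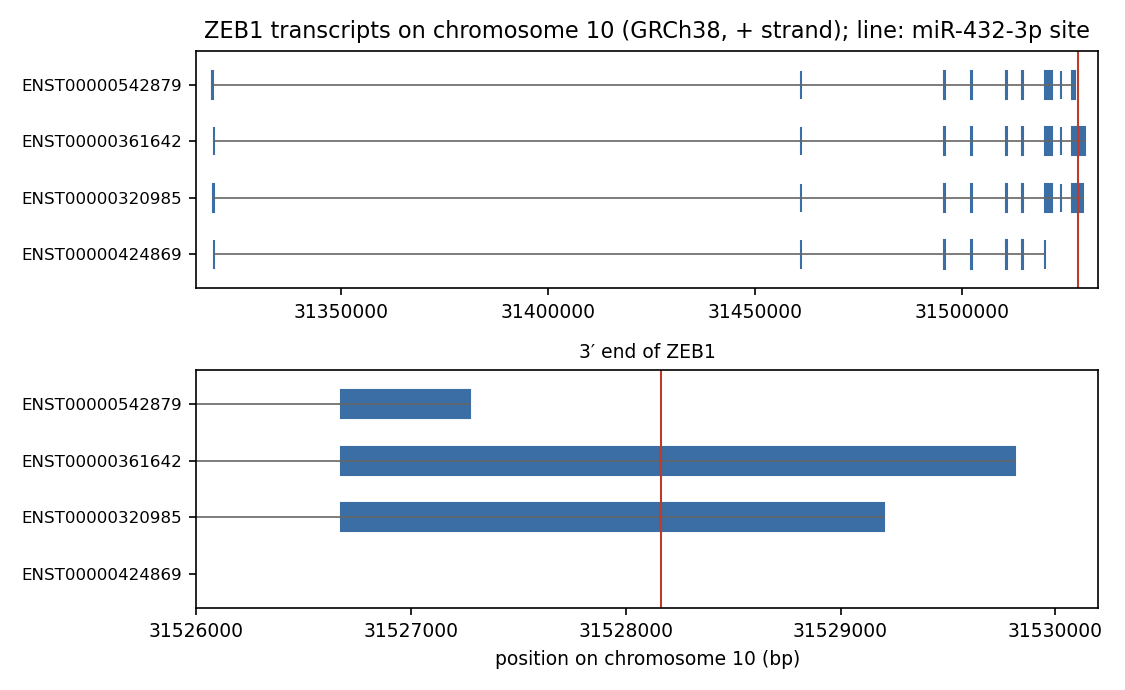
The 3 ZEB1 transcripts with the most counts and ENST00000424869 along chromosome 10 of GRCh38 (horizontal axis, base pairs), with exons as boxes; the vertical line marks the miR-432-3p site at 31528165. The last exons of ENST00000361642 and ENST00000320985 contain the site, while ENST00000542879 and ENST00000424869 end before it.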

In the TCGA database, increased ZEB1 in CRC tissues was significantly correlated with higher lymph node metastasis and TNM stage (Supplementary Figures 4B,C). Dual-luciferase assays showed a significant decrease in luciferase activities following the co-transfection of miR-432-3p mimic and the ZEB1-WT, but not ZEB1-MUT (Figure 5F). Furthermore, the expression level of ZEB1 negatively correlated with the expression level of miR-432-3p in 24 CRC tissues (Figure 5G). Moreover, it was clear that miRNA mimic downregulated ZEB1 protein expression level, whereas the use of miRNA inhibitor upregulated ZEB1 protein expression level (Figures 5H–K); Besides, the ZEB1 mRNA expression level was decreased in the presence of miR-432-3p mimic, while miR-432-3p inhibitor could increase the expression level of ZEB1 mRNA (Supplementary Figures 4D,E). Additionally, the negative effect of miR-432-3p mimic on ZEB1 protein expression could be partially offset by the introduction of exogenous ZEB1 in HCT116 and SW1116 cells (Figures 5L,M); the qRT-PCR analysis showed that the downregulation of ZEB1 mRNA expression induced by miR-432-3p mimic could also be partially offset by the introduction of exogenous ZEB1 (Supplementary Figures 4F,G). Functionally, the introduction of ZEB1 could partially abrogate the inhibitory effect of miR-432-3p mimic on CRC cell migration and invasion capabilities (Figures 5N,O). These data supported the observation that ZEB1 was a downstream target of miR-432-3p.

**FIGURE 5:**
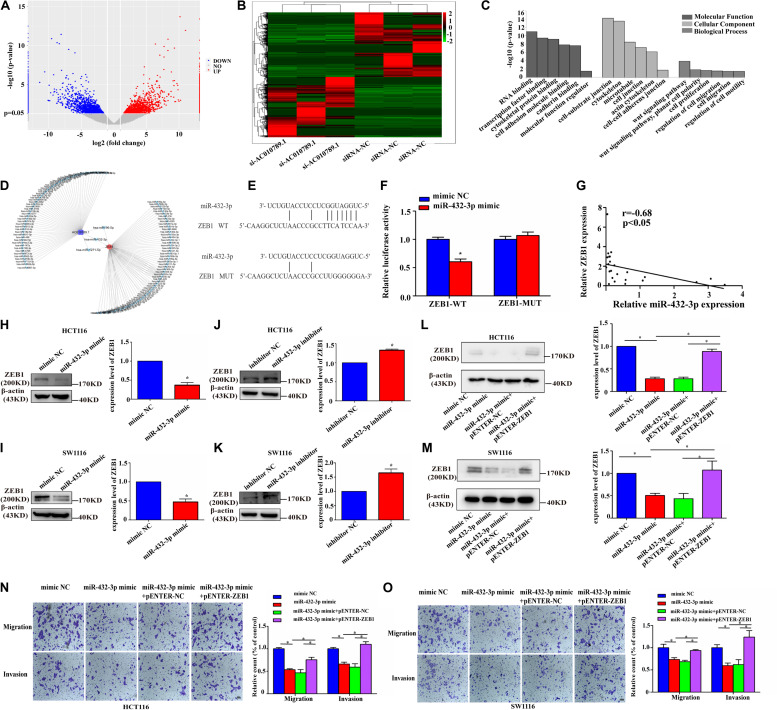
ZEB1 is a direct target of miR-432-3p in CRC migration and invasion. **(A,B)** RNA sequencing analysis of mRNAs from siRNA-NC and si-AC010789.1 cells were presented in a volcano plot and heatmap. **(C)** The Gene Ontology (GO) analysis and significantly enriched GO terms of changed targeted mRNAs in siRNA-NC and si-AC010789.1 cells on their molecular function, cellular component, and biological process. The statistically significant results were defined with –log10 (*P*-value) >1.40 as the cut-off criterion. **(D)** Schematic representation of the predicted binding miRNA for AC010789.1 and ZEB1. **(E)** The schematic model showed the putative binding sites of miR-432-3p on ZEB1. **(F)** ZEB1-WT and ZEB1-MUT reporter plasmid in HCT116 cells co-transfected with mimic NC or miR-432-3p mimic. **(G)** Correlation analysis of ZEB1 expression and miR-432-3p expression levels in 24 CRC tissues. **(H,I)** The protein level of ZEB1 in HCT116 and SW1116 cells transfected with mimic NC or miR-432-3p mimic. **(J,K)** The protein level of ZEB1 in HCT116 and SW1116 cells transfected with inhibitor NC or miR-432-3p inhibitor. **(L,M)** The protein level of ZEB1 in miR-432-3p overexpressed-HCT116 cells with or without ZEB1 upregulation. **(N,O)** Transwell assay for investigating migration and invasion change after transfection with mimic NC, miR-432-3p mimic, miR-432-3p mimic + pENTER-NC, miR-432-3p mimic + pENTER-ZEB1 in HCT116 and SW1116 cells, Scale bar: 100 μm. Data are representative of three independent experiments and are presented as mean ± SEM. *P*-values were determined by two-tailed student’s *t*-test or one-way ANOVA (*P < 0.05).

### AC010789.1 Silencing Reduces CRC Migration, Invasion and EMT Through miR-432-3p-Dependent ZEB1 Downregulation

Then, we further tested whether AC010789.1 is involved in migration, invasion, and EMT through the miR-432-3p/ZEB1 axis. Initially, AC010789.1 knockdown led to the significant downregulation of ZEB1 expression, whereas its overexpression resulted in the upregulation of ZEB1 (Figures 6A–D). We also observed that the ZEB1 mRNA expression was increased in the presence of AC010789.1 overexpression, while AC010789.1 silencing could decrease the expression level of ZEB1 mRNA as observed after performing qRT-PCR based experiments (Supplementary Figure 5A). Besides, the expression level of ZEB1 positively correlated with the expression level of AC010789.1 in 24 CRC tissues (Supplementary Figure 5B). These results confirmed our hypothesis that AC010789.1 did positively regulate the ZEB1 expression level. Furthermore, downregulation of ZEB1 protein expression induced by AC010789.1 silencing was partly abrogated by the co-transfection of miR-432-3p inhibitor in HCT116 and SW1116 cells (Figures 6E,F). Moreover, the qRT-PCR analysis showed that the downregulation of ZEB1 mRNA expression induced by AC010789.1 silencing could also be partially offset by the inhibition of miR-432-3p (Supplementary Figures 5C,D). Functionally, we observed that the weakened migration and invasion capabilities of AC010789.1 knockdown were partially reversed by co-transfection with miR-432-3p inhibitor in HCT116 and SW1116 cells (Figures 6G,H). Besides, the immunofluorescence analysis indicated that the upregulation of E-cadherin and the downregulation of vimentin induced by AC010789.1 silencing could be partly rescued after miR-432-3p downregulation in GFP positive cells (Figure 6I). From these collective observations, we surmised that AC010789.1 served as a sponge for miR-432-3p to regulate ZEB1 expression and promote cell metastasis and EMT via the ceRNA mechanism in CRC cell lines.

**FIGURE 6:**
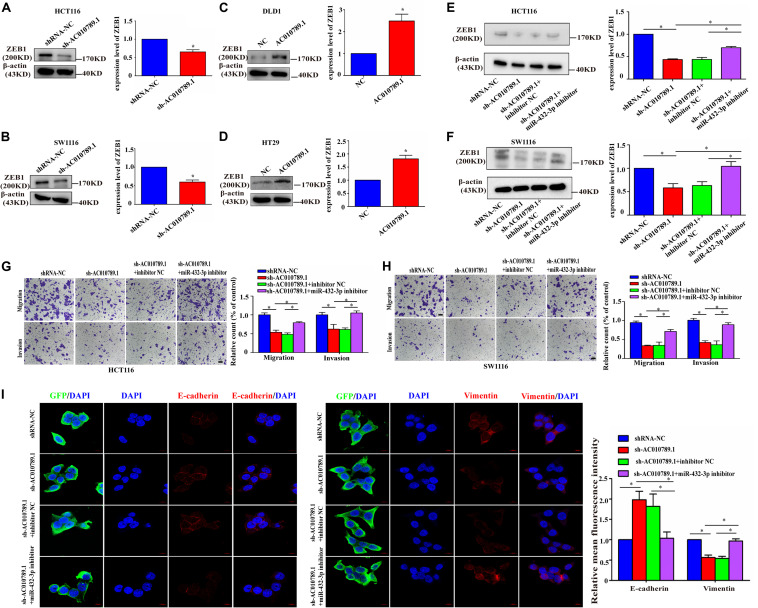
AC010789.1 promotes migration, invasion and EMT through miR-432-3p/ZEB1 axis. **(A,B)** The protein level of ZEB1 in HCT116 and SW1116 cells with AC010789.1 stable knockdown. **(C,D)** The protein level of ZEB1 in DLD1 and HT29 cells with AC010789.1 overexpression. **(E,F)** Expression level of ZEB1 was determined by western blot after transfection with shRNA-NC, sh-AC010789.1, sh-AC010789.1 + inhibitor NC, sh-AC010789.1 + miR-432-3p inhibitor in HCT116 and SW1116 cell. **(G,H)** Transwell assay for investigating migration and invasion change after transfection with shRNA-NC, sh-AC010789.1, sh-AC010789.1 + inhibitor NC, sh-AC010789.1 + miR-432-3p inhibitor in HCT116 and SW1116 cells, Scale bar: 100 μm. **(I)** The expression of E-cadherin (red), vimentin (red), and GFP (green) in HCT116 cells treated with shRNA-NC, sh-AC010789.1, sh-AC010789.1 + inhibitor NC, sh-AC010789.1 + miR-432-3p inhibitor were detected by immunofluorescence. Cells nuclei were stained with DAPI (blue). Error bars:10 μm. Data are representative of three independent experiments and are presented as mean ± SEM. *P*-values were determined by two-tailed student’s *t*-test or one-way ANOVA (*P < 0.05).

### Wnt/β-Catenin Signaling Pathway Contributes to AC010789.1-Mediated Migration and Invasion

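A hand-written list of 56 Wnt/β-catenin target genes and one of 122 components of the pathway were tested in the RNA sequencing of si-AC010789.1 and siRNA-NC HCT116 cells. Of the target genes, 35 were tested and 16 were higher in si-AC010789.1, with a median log2 fold change of −0.025 (adjusted p = 0.869 from limma's camera, 0.458 from fry); 1 gene passed over all genes and 2 when adjusted over the list alone, and from 0 to 2 over the list alone with 1 library left out. Of the components, 95 were tested and 50 were higher, with a median of 0.0040 (adjusted p = 0.869 from camera, 0.958 from fry), and none passed either way. The direction of both medians depended on single libraries. The target genes were at 0.00068 without si-AC010789.1 replicate 1, and the components at −0.024 without si-AC010789.1 replicate 2 and at −0.0039 without the filter on low counts.

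The 1 target gene was CCND1 (cyclin D1; chromosome 11, from 69641087 to 69654474), which rose from 189 ± 13.0 CPM in siRNA-NC to 252 ± 10.5 CPM in si-AC010789.1 (SD, n = 3 each). Its log2 fold change was 0.41 (standard error 0.063, adjusted p = 0.0473 from edgeR's quasi-likelihood test), and it lost the adjusted threshold whichever library was left out, with log2 fold changes from 0.37 to 0.46. CCND1 overlaps LTO1 on the other strand. MYC (chromosome 8, from 127735434 to 127741434) had 1908, 1588 and 139 counts in siRNA-NC and 145, 179 and 2048 in si-AC010789.1, so libraries of 1 group differed more than the groups (log2 fold change −0.63, standard error 1.24, adjusted p = 0.838). Leaving out 1 library moved its log2 fold change between −2.89, without si-AC010789.1 replicate 3, and −0.015. JUN, CD44 and CTNNB1, the gene of β-catenin, had log2 fold changes of 0.02, −0.06 and 0.12, with adjusted p-values from 0.389 to 0.953, and JUN changed its direction without siRNA-NC replicate 1 (−0.037) and without si-AC010789.1 replicate 2 (−0.10). CD44 overlaps CD44-AS1 on the other strand. TCF7, which encodes TCF1, was at 3.14 ± 1.04 CPM in siRNA-NC and 1.81 ± 0.350 CPM in si-AC010789.1, a log2 fold change of −0.79 (standard error 0.32, adjusted p = 0.285), and overlaps SKP1 on the other strand.

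**Figure D4:**
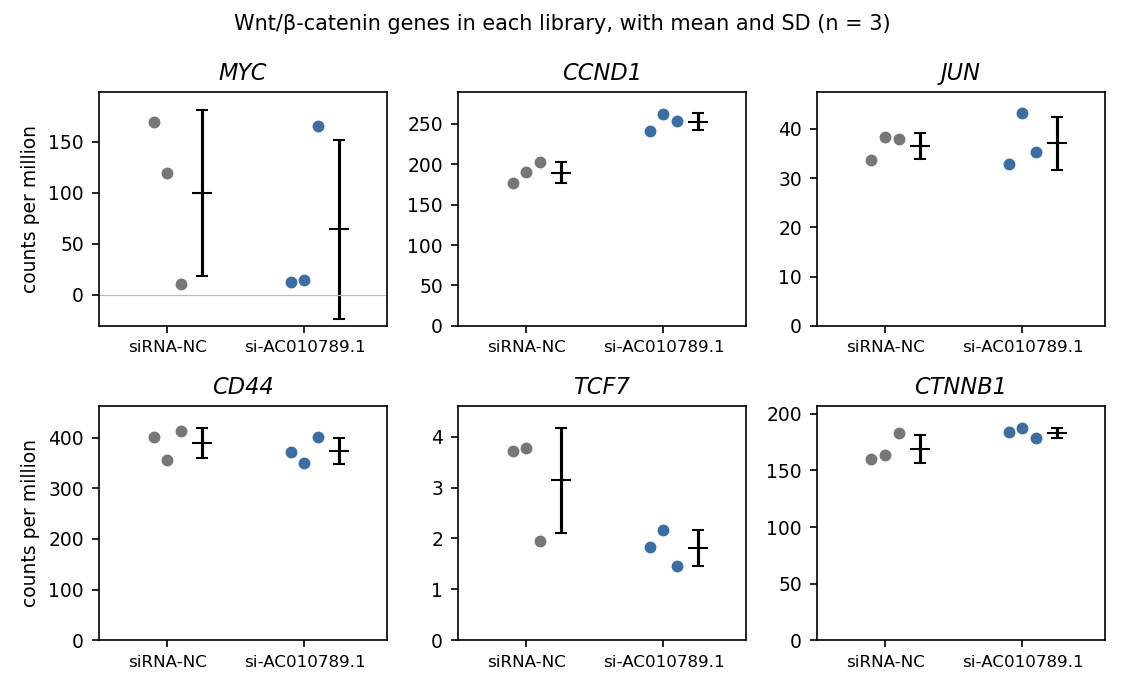
CPM (vertical axes) of MYC, CCND1, JUN, CD44, TCF7 and CTNNB1 in the 3 siRNA-NC and the 3 si-AC010789.1 libraries; each point is a library, and the bar beside the points is the mean with the SD. The groups are separate for CCND1 alone, and the MYC libraries of each group lie far apart, with SDs of 81.1 and 87.9 CPM.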

According to the results of GO biological process enrichment analysis, AC010789.1 was associated with the Wnt/β-catenin pathway in CRC. Then, we measured the expression levels of Wnt/β-catenin pathway target genes to evaluate the activation of the Wnt/β-catenin pathway in AC010789.1-silenced cells. The results showed that mRNA expression levels of TCF1, JUN, CD44, C-myc, and cyclin D1 were decreased with AC010789.1 knockdown (Supplementary Figures 6A,B). Consistent with these results, the protein expression levels of C-myc and cyclin D1 were also decreased (Figures 7A,B). In addition, the inhibitory role of sh-AC010789.1 on C-myc and cyclin D1 protein expression could be partially restored by co-transfection with miR-432-3p inhibitor (Figures 7C,D). Considering that activated β-catenin could be translocated to the nucleus and control the transcription of target genes, we then analyzed the change of β-catenin in the nucleus after AC010789.1 knockdown. In order to verify the purity of the nuclear protein, we tested the expression of E-catenin in the nucleus and the expression of lamin B1 in the cytoplasm. Results showed that there was no expression of E-cadherin in the nuclear protein and no expression of lamin B1 in the cytoplasm, showing that the nuclear and cytoplasmic proteins did not contaminate each other (Supplementary Figures 6C,D). Furthermore, Western blot analysis of β-catenin showed that upregulated AC010789.1 expression resulted in an increase in the expression levels of total and nuclear β-catenin expression, while silencing AC010789.1 had the opposite effect. However, there was no significant difference in the cytoplasmic protein level of β-catenin (Figures 7E,F). In addition, the inhibitory role of sh-AC010789.1 on nuclear β-catenin expression could be partially restored by co-transfection with miR-432-3p inhibitor (Figure 7G). These data suggested that AC010789.1 could regulate the Wnt/β-catenin pathway activation partly through miR-432-3p.

**FIGURE 7:**
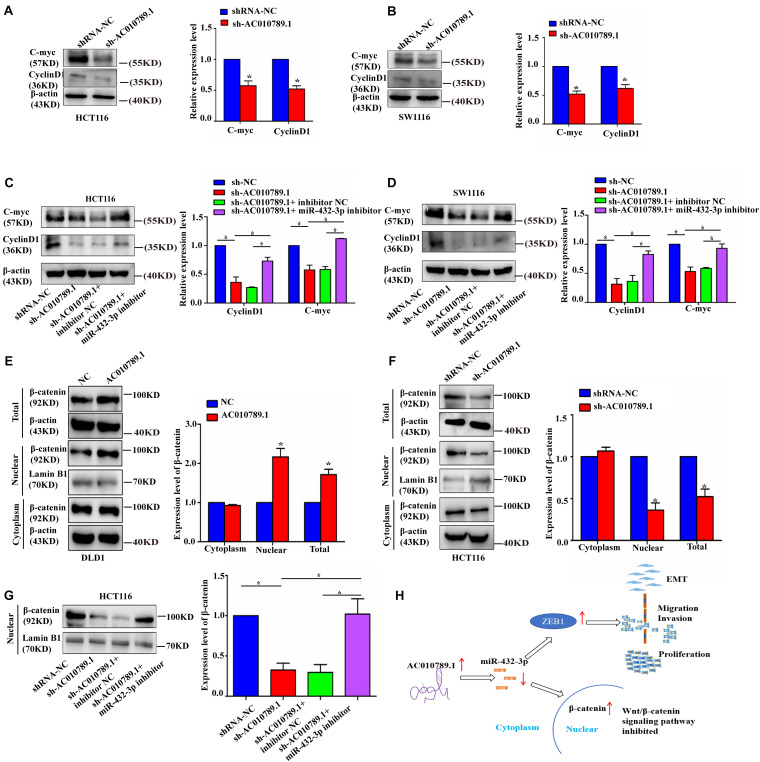
AC010789.1 expression level correlates with Wnt/β-catenin pathway activation in CRC cells. **(A, B)** The protein expression levels of Wnt-responsive genes in HCT116 and SW1116 cells with AC010789.1 stable knockdown. **(C, D)** Western blot analysis of C-myc and cyclin D1 in HCT116 and SW1116 cells transfected with shRNA-NC, sh-AC010789.1, sh-AC010789.1 + inhibitor NC, sh-AC010789.1 + miR-432-3p inhibitor. **(E)** Western blot analysis showed the β-catenin protein levels of total, nuclear, and cytoplasmic in DLD1 cells with AC010789.1 overexpression. **(F)** Western blot analysis showed the β-catenin protein levels of total, nuclear, and cytoplasmic in HCT116 cells with AC010789.1 knockdown. **(G)** Western blot analysis showed the β-catenin protein level of nucleus in HCT116 cells transfected with shRNA-NC, sh-AC010789.1, sh-AC010789.1 + inhibitor NC, sh-AC010789.1 + miR-432-3p inhibitor. **(H)** Schematic diagram of the regulatory mechanism of AC010789.1 on CRC proliferation, metastasis and EMT. AC010789.1 is upregulated in CRC, and results in downregulation of miR-432-3p. The decreased expression of miR-432-3p leads to an upregulation of ZEB1 whose function is to promote EMT, migration and proliferation. The decreased expression of miR-432-3p also results in increased levels of nuclear β-catenin, resulting in increased Wnt/β-catenin signaling. Data are representative of three independent experiments and are presented as mean ± SEM. *P*-values were determined by two-tailed student’s *t*-test or one-way ANOVA (*P < 0.05).

## Discussion

In recent years, the functions of lncRNAs have drawn more and more attention. A significant number of studies have indicated that lncRNAs play essential roles in all steps of carcinogenesis and tumor progression, and lncRNAs could be used as new prognostic markers (Li et al., 2018; Wang Z.Y. et al., 2018). MALAT1 was reported to suppress breast cancer metastasis in the transgenic, xenograft, and syngeneic models (Kim et al., 2018). Zhou and colleagues reported that lncRNA GMAN was increased in gastric tumors and associated with survival (Zhuo et al., 2019). In this study, we characterized that AC010789.1 was expressed at a low level in healthy tissues but a high level in CRC tissues. Also, the high expression of AC010789.1 was indicative of poor prognosis and associated with lymph node metastasis, which was consistent with previous studies (Wang X. et al., 2018).

To date, accumulating evidence has indicated that lncRNAs can function as ceRNAs for miRNAs in cancer (Salmena et al., 2011). For example, lncRNA UICLM promoted CRC liver metastasis by acting as a ceRNA for miR-215 to regulate ZEB2 expression (Chen et al., 2017). Qu et al. (2016) identified that lncARSR served as a ceRNA for miR-34 and miR-449 to regulate AXL and c-MET expression in renal cell cancer cells, and thus reinforce the sunitinib resistance. Likewise, in high glucose-induced vascular endothelial cells, lncRNA CA7-4 promoted autophagy and apoptosis through binging miR-877-3P and miR-5680 (Zhao et al., 2019). Emerging evidence is pointing to the significance of a large number of ncRNA carrying miRNA target sites—so-called miRNA “sponges”—for sequestering different miRNA molecules, thus de-repressing other target transcripts (Bak and Mikkelsen, 2014; Liao et al., 2020). Herein, we identified that AC010789.1 acted as a molecular sponge for miR-432-3p. Many reports have been reported that miR-432-3p played an essential role in the post-transcriptional regulation of several diseases (Huang et al., 2012; Ma et al., 2017). However, the roles of miR-432-3p in CRC remain unclear. In the current study, we found that miR-432-3p could inhibit CRC cell migration and invasion. Also, increased expression of miR-432-3p significantly reduced the expression of vimentin, and conversely enhanced the expression of E-cadherin. More importantly, the rescue experiment showed that miR-432-3p inhibitor significantly attenuated the effects of sh-AC010789.1 on cell migration, invasion, and EMT, indicating that miR-432-3p was involved in the effect of AC010789.1 in regulating CRC cells functions.

Emerging studies have documented that the 5′ region of a miRNA (known as the “seed” region) has particular importance in targeting. It is the region that is most frequently complementary to target sites in 3′ untranslated region (3′-UTRs) and is sufficient to suppressing mRNA translation or degrading mRNA (Lewis et al., 2005; Fabian et al., 2010; Hassan et al., 2013). Based on this, we used RNA sequencing to explore downstream targets of miR-432-3p, which is essential for AC010789.1-mediated oncogenic function. 

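The similarity of the 6 libraries was measured as the Pearson correlation of log2(CPM + 1) across genes, which are not independent replicates. Pairs of libraries correlated with r from 0.977 to 0.984 over the tested genes. The mean was 0.982 within the groups and 0.980 between them, a difference of 0.0021 where single within-group pairs had an SD of 0.0013. Over single transcripts r ran from 0.823 to 0.843, with means of 0.836 and 0.831. On the log2(CPM + 1) scale, 692 genes differed by more than 2-fold between the highest and the lowest siRNA-NC library and 683 between the si-AC010789.1 libraries. Together these were 1071 genes (7.79%). Of the transcripts, 15785 and 15646 did so, 49.6% in either group. A pseudocount of 0.1 in place of 1 raised the 2 numbers of genes to 1148 and 1150.

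**Figure D5:**
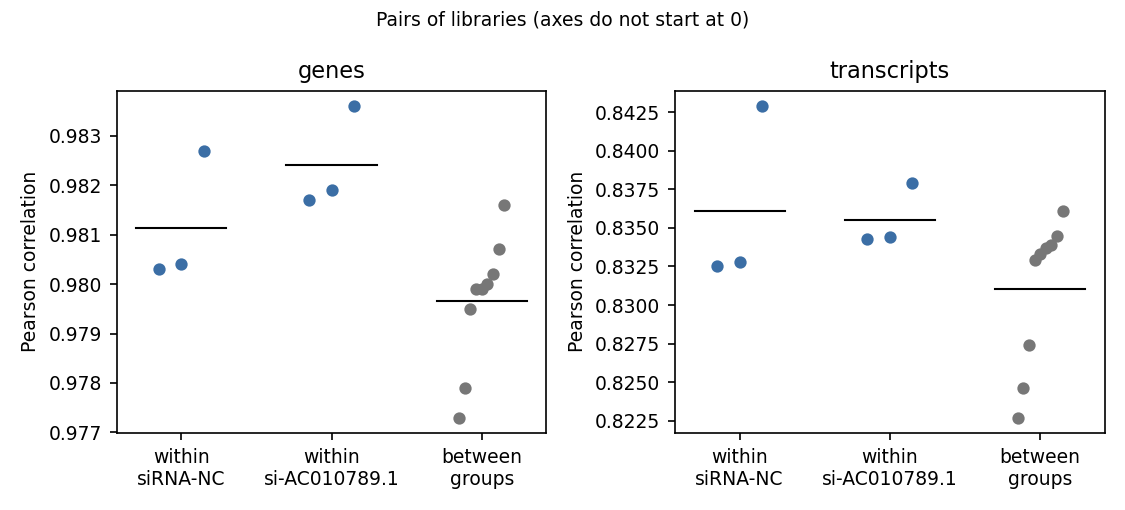
Pearson correlations of log2(CPM + 1) for each pair of libraries (points) within siRNA-NC, within si-AC010789.1 and between the groups, over genes (left) and over transcripts (right); lines are means. The axes start above 0. Correlations over genes lie from 0.977 to 0.984 and those over transcripts from 0.823 to 0.843.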

When analyzing the results of RNA sequencing, we found that there are substantial differences within the group. This may be due to the different generations of cells used in each biological repeat. By excluding the genes with significant differences within the group, we identified a close association between AC010789.1 and ZEB1, a vital gene involved in cell migration, invasion, and EMT. 

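The paper gives no threshold for this exclusion, and the limit of 2-fold between the libraries of a group mirrors its fold change criterion. Without the genes over this limit, 78 of the 107 genes at the paper's criteria were left. Of the transcripts at the paper's criteria, 772 were left. A limit of 1.5-fold left 45 genes and 351 transcripts. The summed counts of ZEB1 were within the limit, with ranges of 0.482 in siRNA-NC and 0.790 in si-AC010789.1 on the log2(CPM + 1) scale, but ZEB1 did not meet the fold change criterion at the gene level. Of the 13 ZEB1 transcripts, 7 exceeded the limit in at least 1 group and 6 did not. Among the 6 was ENST00000424869, with ranges of 0.673 and 0.121, but at its level the pseudocount of 1 holds the values together. In CPM its highest siRNA-NC library was 2.91 times its lowest, and with a pseudocount of 0.1 it exceeded the limit, as did 12 of the 13 transcripts. From the genes left after its own exclusion, the paper reasons that AC010789.1 is linked to ZEB1.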

Numerous tumor-profiling studies point to the miR-200-ZEB1 axis as crucial in regulating tumor progression and metastasis (Hill et al., 2013; Title et al., 2018). As it is well known that a single mRNA can be bound by multiple miRNAs (Ebert and Sharp, 2010), in the current study, we verified that ectopic expression of miR-432-3p could reduce ZEB1 expression in CRC cells. In contrast, inhibition of miR-432-3p could enhance ZEB1 expression. As expected, the exogenous introduction of ZEB1 could partially attenuate the effects of miR-432-3p mimic on migration, invasion, and EMT, and downregulation of miR-432-3p significantly reversed the effects of silencing AC010789.1 on migration, invasion, EMT and ZEB1 expression. All of the above results suggested that ZEB1 was a direct target of miR-432-3p. These findings enhance our understanding of the AC010789.1-miR-432-3p-ZEB1 axis during CRC progression.

The Wnt/β-catenin pathway is evolutionarily well-conserved, and aberrant activation of this pathway can cause abnormal cell growth and malignant transformation (Clevers and Nusse, 2012; Sun et al., 2020). Wang et al. (2019) revealed that the novel lncRNA OTUD6B-AS1 decreased the activity of the Wnt/β-catenin pathway and suppressed the expression of EMT-related proteins. In line with this result, LINC01133 attenuated the EMT and metastatic abilities of gastric cancer cells by inactivating the APC/Wnt/β-catenin pathway (Yang et al., 2018). Herein, our results showed that sh-AC010789.1 substantially decreased the Wnt-responsive genes and β-catenin nuclear signals in HCT116 and SW1116 cells, and the trend of action in the two cell lines were the same. Because of the difference in the biological characteristics of the two cell lines, their degrees of response to AC010789.1 knockdown were significantly different. Further analysis showed that AC010789.1 knockdown-induced downregulation of total and nuclear β-catenin expression, and the opposite result was observed when AC010789.1 was upregulated. However, there was no significant difference in the cytoplasmic protein level of β-catenin; the detailed molecular mechanism is not currently understood in depth. Besides, AC010789.1 knockdown-induced downregulation of nuclear β-catenin expression could be partially reversed by co-transfection with miR-432-3p inhibitor, but the exact mechanism by which AC010789.1 acts on the Wnt/β-catenin signaling pathway requires further study. In sum, our results suggested that AC010789.1 could regulate the Wnt/β-catenin pathway activation through miR-432-3p.

In summary, our data identified that AC010789.1 silencing reduced CRC progression through miRNA-432-3p-dependent ZEB1 downregulation and suppression of the Wnt/β-catenin signaling pathway (Figure 7H). Our findings provide a novel glimpse of the mechanism of AC010789.1 to promote the malignant phenotypes of CRC cells, which will shed light on the future development of lncRNA-based CRC therapies.

## Data Availability Statement

The raw and processed data of Next Generation Sequencing have been deposited into the Gene Expression Omnibus (GEO) database under accession number GSE158445.

## Ethics Statement

The studies involving human participants were reviewed and approved by the Committee for Ethical Review of Research involving Human Subjects of The Second Hospital, Cheeloo College of Medicine, Shandong University. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by Institutional Animal Care and Use Committee of The Second Hospital, Cheeloo College of Medicine, Shandong University. Written informed consent was obtained from the individual(s) for the publication of any potentially identifiable images or data included in this article.

## Author Contributions

WD, LD, and CW initiated, organized, and supervised the study. WD and XK performed most of the experiments, collected, and analyzed the data. PL, TL, and YZ provided technical support. YW, HB, and JL critically revised the manuscript. All authors have read and approved the final version of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: LncRNA AC010789.1 Promotes Colorectal Cancer Progression by Targeting MicroRNA-432-3p/ZEB1 Axis and the Wnt/β-Catenin Signaling Pathway
**Source:** Front Cell Dev Biol. 2020 Oct 15;8:565355. doi: 10.3389/fcell.2020.565355
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Data

Supplementary Material should be uploaded separately on submission. Please include any supplementary data, figures and/or tables. All supplementary files are deposited to FigShare for permanent storage and receive a DOI.

Supplementary material is not typeset so please ensure that all information is clearly presented, the appropriate caption is included in the file and not in the manuscript, and that the style conforms to the rest of the article. To avoid discrepancies between the published article and the supplementary material, please do not add the title, author list, affiliations or correspondence in the supplementary files.

# Supplementary Figures and Tables

For more information on Supplementary Material and for details on the different file types accepted, please see [here](http://home.frontiersin.org/about/author-guidelines#SupplementaryMaterial). Figures, tables, and images will be published under a Creative Commons CC-BY licence and permission must be obtained for use of copyrighted material from other sources (including re-published/adapted/modified/partial figures and images from the internet). It is the responsibility of the authors to acquire the licenses, to follow any citation instructions requested by third-party rights holders, and cover any supplementary charges.

## Supplementary Figures

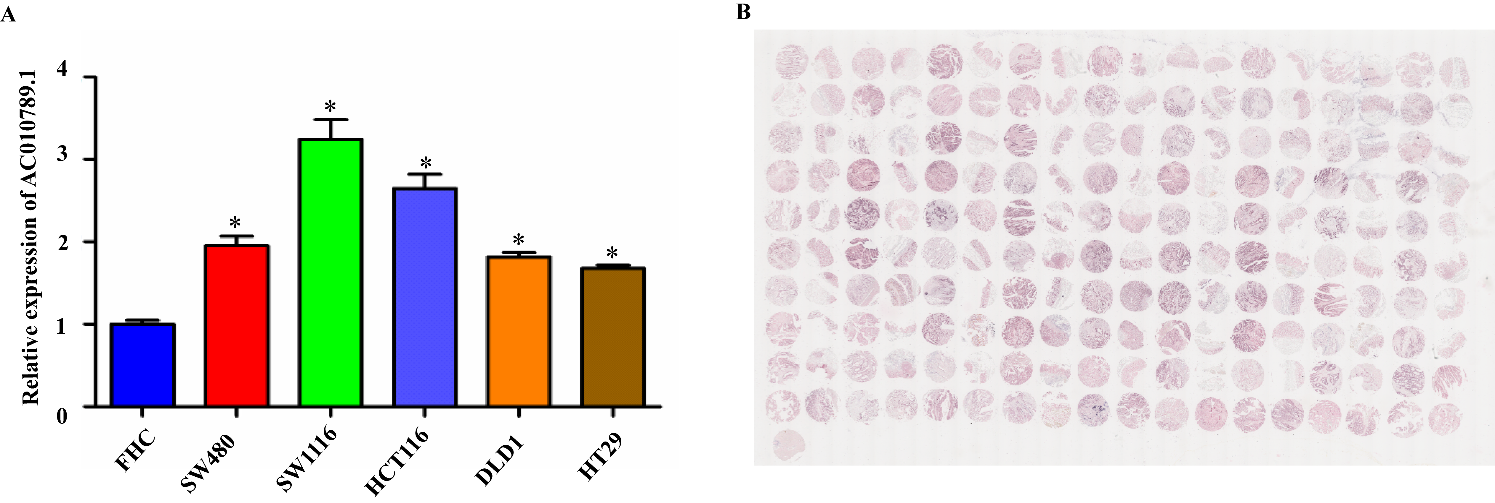

**Supplementary Figure S1. The expression level of AC010789.1 in CRC cell lines and tissues. (A)** The qRT-PCR analysis of AC010789.1 expression levels in CRC cell lines and FHC. Data are presented as mean ±SEM from triplicate independent experiments. *P*-values were determined by one-way ANOVA (* *p* < 0.05). **(B)** Overview of the tissue microarray.

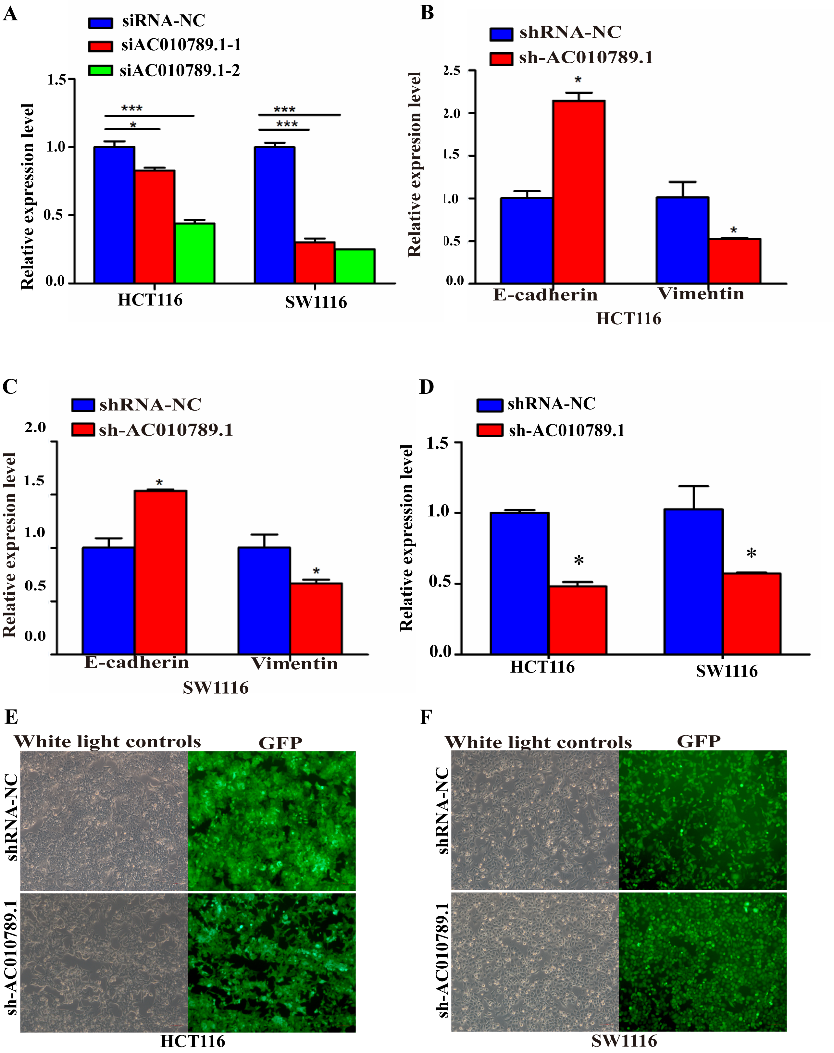

**Supplementary Figure S2. Silencing AC010789.1 inhibits EMT of CRC cells in vitro.** **(A)** The qRT-PCR was performed to verify the relative expression of AC010789.1 in HCT116 and SW1116 cells transfected with two independent siRNAs targeting AC010789.1. **(B, C)** The relative expression levels of E-cadherin and vimentin were determined by qRT-PCR in HCT116 and SW1116 cells with AC010789.1 knockdown. **(D)** Knockdown efficiency verification of sh-NC and sh-AC010789.1 stable cell lines. **(E, F)** The expression of GFP (green) was observed under a fluorescence microscope to determine the transfection efficiency in HCT116 and SW1116 cells. Scale bar: 100μm. Data are presented as mean ±SEM from triplicate independent experiments. *P*-values were determined by one-way ANOVAs or two-tailed Student’s t-test ( **p* < 0.05,***p* < 0.01, *** *p* < 0.001).

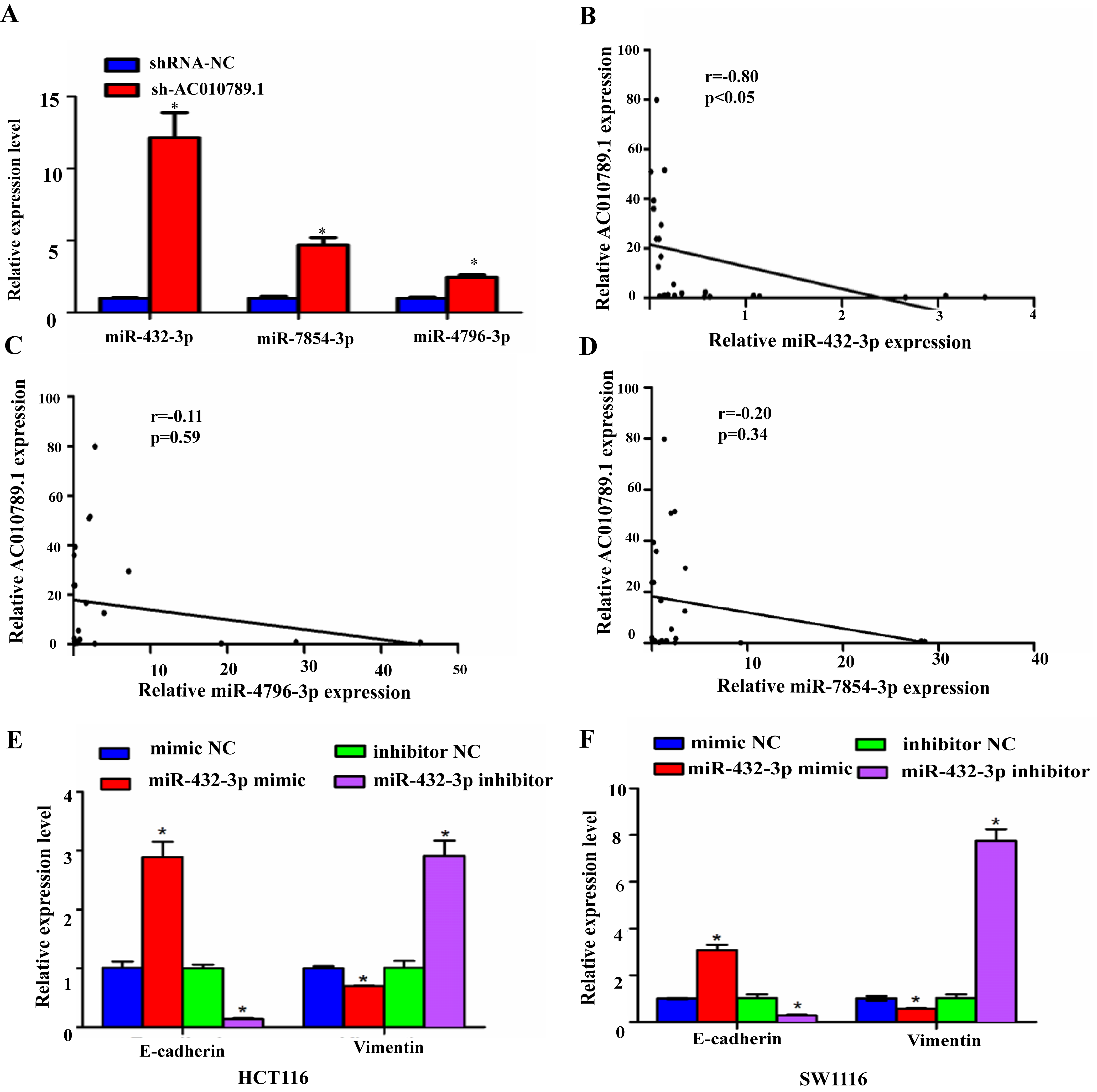

**Supplementary Figure S3. MiR-432-3p directly binds to AC010789.1 producing anti-EMT effect in CRC cells. (A)** The qRT-PCR was performed to verify the relative expression of miR-432-3p, miR-7854-3p and miR-4796-3p in HCT116 cells transfected with shRNA-NC and sh-AC010789.1. **(B)** The correlation between AC010789.1 expression and miR-432-3p expression levels were measured in CRC tissues by Spearman correlation analysis (n=24). **(C)** The correlation analysis of AC010789.1 expression and miR-4796-3p expression levels were measured in CRC tissues by Spearman correlation analysis (n=24). **(D)** The correlation analysis of AC010789.1 expression and miR-7854-3p expression levels were measured in CRC tissues by Spearman correlation analysis (n=24). **(E, F)** Expression levels of E-cadherin and vimentin were determined by qRT-PCR after transfecting with mimic NC, miR-432-3p mimic, inhibitor NC and miR-432-3p inhibitor in HCT116 and SW1116 cells. Data are presented as mean ±SEM from triplicate independent experiments. *P*-values were determined by two-tailed Student’s t-test (* *p* < 0.05).

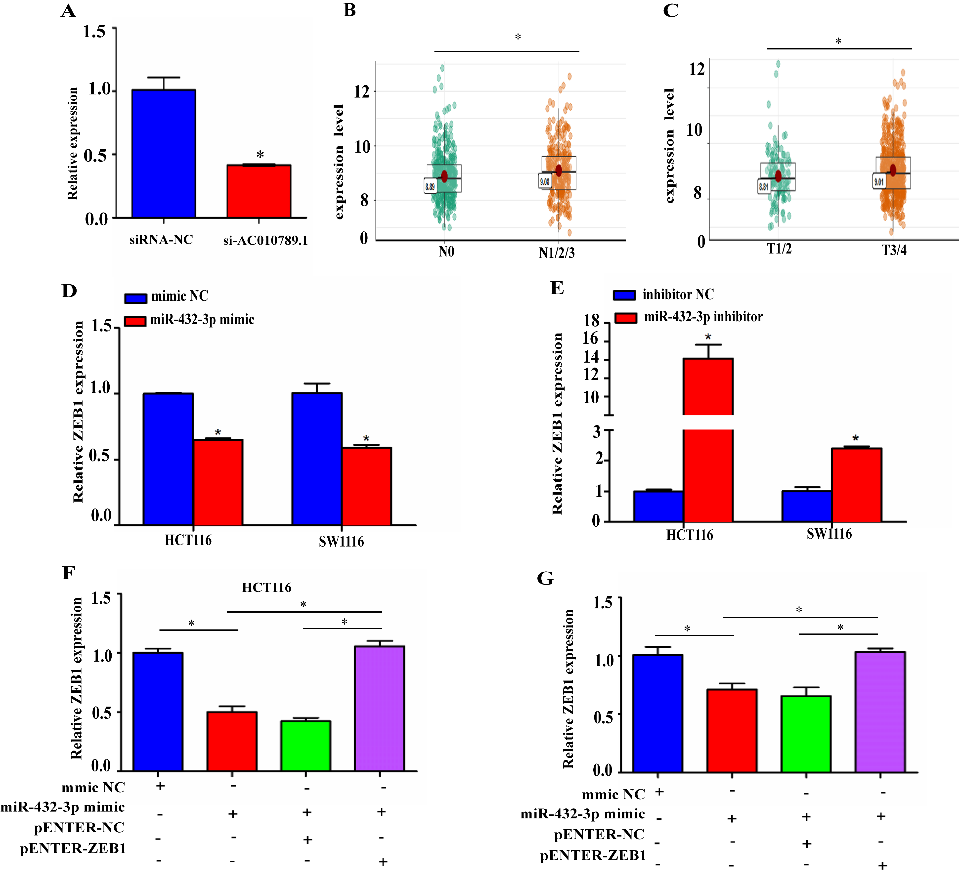

**Supplementary Figure S4.** **ZEB1 is a direct target of miR-432-3p in CRC migration and invasion. (A)** Knockdown efficiency verification of RNA-seq samples. **(B)** ZEB1 expression level in lymph node metastasis and non-lymph node metastasis of CRC tissues in the TCGA database. **(C)** ZEB1 expression level in T1/2 stage and T3/4 stage of CRC tissues in the TCGA database. **(D)** The mRNA level of ZEB1 in HCT116 and SW1116 cells transfected with mimic NC or miR-432-3p mimic. **(E)** The mRNA level of ZEB1 in HCT116 and SW1116 cells transfected with inhibitor NC or miR-432-3p inhibitor. **(F)** The mRNA level of ZEB1 in miR-432-3p overexpressed-HCT116 cells with or without ZEB1 upregulation. **(G)** The mRNA level of ZEB1 in miR-432-3p overexpressed-SW1116 cells with or without ZEB1 upregulation. Data are presented as mean ±SEM from triplicate independent experiments. *P*-values were determined by two-tailed Student’s t-test or one-way ANOVAs (* *p* < 0.05).

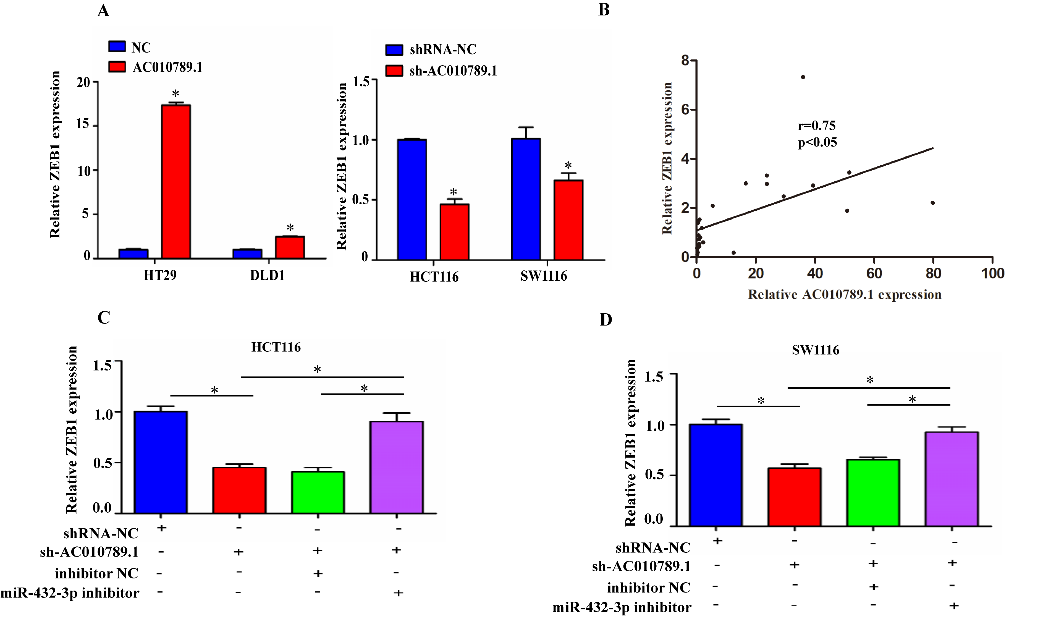

**Supplementary Figure S5. AC010789.1 positively regulates the expression of ZEB1. (A)**The mRNA level of ZEB1 in CRC cells with AC010789.1 overexpression or knockdown **(B)** Correlation analysis of AC010789.1 expression and ZEB1 expression levels in CRC tissues (n=24). **(C)** The mRNA level of ZEB1 in AC010789.1 knockdown-HCT116 cells with or without miR-432-3p inhibitor. **(D)** The mRNA level of ZEB1 in AC010789.1 knockdown-SW1116 cells with or without miR-432-3p inhibitor. Data are presented as mean ±SEM from triplicate independent experiments. *P*-values were determined by two-tailed Student’s t-test or one-way ANOVAs (* *p* < 0.05).

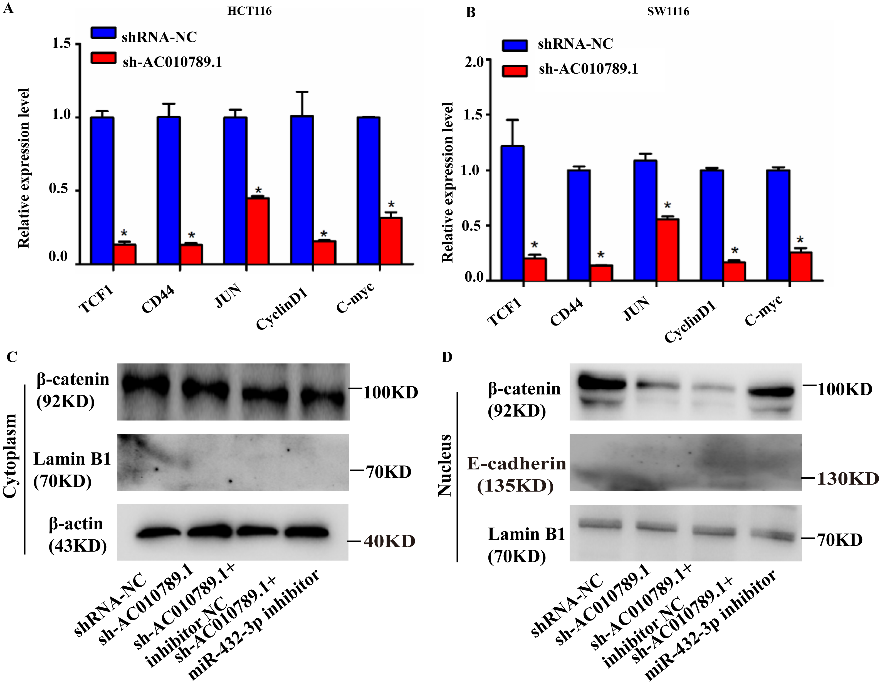

**Supplementary Figure S6. AC010789.1 expression level correlates with** **Wnt/β-catenin pathway activation in CRC cells. (A, B)** The mRNA expression levels of Wnt-responsive genes in HCT116 and SW1116 cells with AC010789.1 knockdown. **(C)** The expression levels of β-actin, β-catenin and Lamin B1 in the cytoplasm of HCT116 cells. **(D)** The expression levels of Lamin B1, β-catenin and E-cadherin in the nucleus. Data are presented as mean ±SEM from triplicate independent experiments. *P*-values were determined by two-tailed Student’s t-test (* *p* < 0.05).

## Supplementary Tables

Supplementary Table S1. Characteristics of 86 CRC patients

| **variables** | **No. of patients (%)** |
| --- | --- |
| **Age** |  |
| <63 | 41 (47.7) |
| ≥63 | 45 (52.3) |
| **Sex** |  |
| Male | 50 (58.1) |
| Female | 36 (41.9) |
| **Tumor stage** |  |
| T1/2 | 28 (32.6) |
| T3/4 | 58 (67.4) |
| **Lymph node metastasis** |  |
| Negative | 49 (57) |
| Positive | 37 (43) |

Supplementary Table S2. Clinicopathological characteristics of patients with CRC used for ISH assay

| **variables** |  | **No. of patients (%)** |
| --- | --- | --- |
|  |  |  |
| **Age (year)** |  |  |
|  | ≤65 | 45 (44.6) |
|  | ＞65 | 56 (55.4) |
| **T stage** |  |  |
|  | T1/T2 | 6 (5.9) |
|  | T3/T4 | 94 (93.1) |
|  | Not record | 1 (1) |
| **TNM stage** |  |  |
|  | Ι/II | 61(60.4) |
|  | III/IV | 40 (39.6) |
| **N stage** |  |  |
|  | N0 | 61 (60.4) |
|  | N1/N2 | 40 (39.6) |
| **M stage** |  |  |
|  | M0 | 100 (99) |
|  | M1 | 1 (1) |
| **Sex** |  |  |
|  | Female | 51 (50.5) |
|  | Male | 50 (49.5) |
| **grade** |  |  |
|  | I/ II | 84 (83.2) |
|  | III/Ⅳ | 17 (16.8) |

Supplementary Table S3. Primer sequences for qRT-PCR.

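The primers of this table were matched to the transcripts of GENCODE v29, with both primers of a pair required on 1 transcript. The pair for ZEB1 matched 10 of its 25 transcripts with a product of 141 bp, and 7 of these 10 were among the transcripts counted by RNA sequencing. The pair for AC010789.1 matched its 1 transcript with a product of 126 bp. The pairs for β-actin (250 bp), E-cadherin (211 bp), vimentin (132 bp), c-MYC (96 bp), JUN (179 bp), CD44 (130 bp) and cyclin D1 (211 bp) each matched transcripts of a single gene, as did the pair for β-catenin, whose products ran from 134 to 209 bp. The vimentin pair matched 1 of 10 VIM transcripts and the CD44 pair 19 of 39. The U6 pair matched 18 genes, with products from 83 to 94 bp.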

| **Gene** | **Forward (5’-3’)** | **Reverse (5’-3’))** |
| --- | --- | --- |
| β-Actin | CATGTACGTTGCTATCCAGGC | CTCCTTAATGTCACGCACGAT |
| AC010789.1 | TGCATCCCTGGCAATACTCAG | GGAGTGCTGTGCATTCATTGG |
| ZEB1 | GCACAACCAAGTGCAGAAGA | GCCTGGTTCAGGAGAAGATG |
| E-cadherin | GGGGTCTGTCATGGAAGGTG | GAAACTCTCTCGGTCCAGCC |
| Vimentin | ACCGCACACAGCAAGGCGAT | CGATTGAGGGCTCCTAGCGGTT |
| β-catenin | GGCTTGGAATGAGACTGCTG | GGTCCATACCCAAGGCATCC |
| Cyclin D1 | GATGCCAACCTCCTCAACGA | GGAAGCGGTCCAGGTAGTTC |
| c-MYC | CCCTCCACTCGGAAGGACTA | GCTGGTGCATTTTCGGTTGT |
| JUN | AGTGCCGAAAAAGGAAGCTG | CTGCTGCGTTAGCATGAGTT |
| TCF1 | AGGTGCGTGTCTACAACTGG | TGGACCTTACTGGGGGAGAG |
| CD44 | CCCAGCAACCCTACTGATGA | TGATCCAGGGACTGTCTTCG |
| U6 | CTCGCTTCGGCAGCACA | AACGCTTCACGAATTTGCGT |

**Supplementary Table S4. Clinical variables for colorectal cancer in TCGA database.**

| **variables** | **Total (647)** |
| --- | --- |
| **Age (years)** |  |
| ≥65 | 388 |
| ＜65 | 256 |
| Not report | 3 |
| **Gender** |  |
| Male | 342 |
| Female | 302 |
| not report | 3 |
| **TNM stage** |  |
| I+II | 353 |
| III+IV | 275 |
| Not report | 19 |
| **Lymph node metastasis** |  |
| Negative | 369 |
| Positive | 271 |
| Not report | 7 |

Supplementary Table S5. Correlation between tissue lncRNA concentrations and clinicopathological characteristics of patients with CRC [median (interquartile range)]

| **Parameters** | **Total cases** | **AC010789.1** | **P** |
| --- | --- | --- | --- |
| **Age** | | | 0.60 |
| <63 | 41 | 5.35(0.98-16.1) |  |
| ≥63 | 45 | 5.50(0.86-40.1) |  |
| **Sex** | | | 0.91 |
| Male | 50 | 5.42(1.00-21.97) |  |
| Female | 36 | 5.30(0.60-29.21) |  |
| **Tumor stage** | | | 0.97 |
| T1-T2 | 28 | 4.57(0.89-34.32) |  |
| T3-T4 | 58 | 5.68(1.00-19.50) |  |
| **Lymph node metastasis** | | | 0.02* |
| Negative | 49 | 2.23(0.72-16.38) |  |
| Positive | 37 | 11.95(3.14-31.64) |  |

How the deposited data were processed for this re-analysis (not part of the article)

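RNA sequencing of HCT116 cells with si-AC010789.1 or siRNA-NC was analysed, with 3 replicates in each group, mapped from the sample labels and the paper's group names. The authors deposited counts: whole numbers per Ensembl transcript and library, without normalization. Their libraries were paired-end TruSeq libraries, and the paper names Cuffdiff for differential expression; the aligner, the counting program, the genome build and the annotation are not named in its text. How reads shared by transcripts of a gene were divided is not named either, and this division affects single transcripts more than gene sums. Depth and the level of 3 counts, taken as the floor below which a fold is given as a bound, are stated with the data; such floors cover counting error only.

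The design written before the data were examined assumed values per gene. Since the table lists transcripts, counts were summed per gene through GENCODE v29 (GRCh38), whose build may differ from the authors', and 104 transcript identifiers that were not matched stayed out of the gene sums. Between 99.897% and 99.931% of the counts of a library fell in matched transcripts. The gene sums carry the results, and transcripts were tested beside them as an analysis added after the data were seen. The groups, the tests of genes, the gene lists, the seed sites of miR-432-3p and the alternatives for genes were fixed before the data were examined; the same alternatives were applied to transcripts and, apart from the 6-base match, to seed sites after the data were seen.

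Genes were tested with edgeR 4.0.16 (TMM factors from 0.9935 to 1.0073, filterByExpr with a minimum count of 10 and a minimum total of 15, quasi-likelihood fit and test) in R 4.3.3, with Benjamini-Hochberg adjustment. Both the threshold of 0.05 on the adjusted p-value and the paper's criteria (unadjusted p-value of 0.05, absolute log2 fold change of 1) were applied; Cuffdiff itself needs the alignments and was not run. Levels are CPM with TMM-scaled library sizes. The gene lists were written by hand from general knowledge and are not GO terms; 8 lists covered mesenchymal markers, epithelial markers, the cell-substrate junction, cell migration, Wnt/β-catenin target genes, Wnt pathway components, proliferation and the interferon response. They were tested with camera and fry of limma 3.58.1 on log2 CPM with a prior count of 2. The text names every gene the paper names, and the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p-value under 0.05 and separate groups; any other gene named was chosen after its values were seen.

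Seed sites were counted in the annotated 3′ UTRs of each gene, and the mean log2 fold change of genes with a site was set against 10000 random sets of genes with the same 3′ UTR lengths in 20 length bins. A scan of 16238 7-base sequences with at least 50 genes each was added after the data were seen. Other splits of the 6 libraries into 3 and 3, 10 in all, were tested in the same way as the real one. The alternatives were DESeq2 1.42.0 for the test, no filter, a filter on a mean of at least 1 CPM, quantile normalization, the replicate number as a block, a pseudocount of 0.1 for the similarity of libraries, and leaving out each library.

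The scripts were tested on simulated data with 200 changed features. Of 13629 simulated genes tested, those changed by a log2 fold change of 1, 2 and 6 were called in 64.5%, 96.8% and 100% of cases, and 11 of 177 calls were unchanged genes. Of 40724 simulated transcripts tested, the shares were 0%, 0% and 49.2%, with 1 unchanged transcript among 30 calls. In 20 simulations on 13750 genes a list raised by 0.4 was called 20 times, and 0 of 140 unchanged lists were. In 20 simulations on 12313 genes a planted 7-base sequence ranked lowest 20 times. Sequences were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The level of AC010789.1 and that of miR-432-3p were not analysed here, and the paper's Supplementary Table S6 was used in part. The match of 1 primer pair is not reported here.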

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

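The tests of the sequence GAGAGCA and all tests of an explanation in this part were chosen after the result was seen. The edgeR tests of genes, and the fits of these tests that left out a library, were fixed before the data were examined.

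Genes lower in si-AC010789.1 often carried the sequence GAGAGCA in their 3′ UTR, a signal the paper does not report on. Of the 90 genes with an adjusted p-value under 0.05 that were lower and have an annotated 3′ UTR, 51 (56.7%) carried GAGAGCA, where their 3′ UTR lengths would give 16.8%. Among 34 higher genes 3 did (8.82%), and among the 12189 other genes 1602 did (13.1%); the odds ratio of the lower genes to these others was 8.64 (Fisher's exact test, two-sided p = 4.29e-22). In a scan of 16238 7-base sequences GAGAGCA had the lowest z, −13.51, with AGAGCAA next at −9.96, while the largest absolute z in 100 shuffles of the fold changes was 4.95. The shift was small for most of the 1656 genes that carry it. The mean log2 fold change was 0.0027 with no GAGAGCA. It was −0.093 with 1 and −0.098 with 2, alike within their standard errors across genes (0.00855 and 0.0225). With 3 or more it was −0.26, in 59 genes (standard error 0.0796). It was −0.15 with GAGAGCAA against −0.079 with GAGAGCA and no such extension. These means were not matched on 3′ UTR length. Genes with the sequence in the 5′ UTR or coding sequence alone were at −0.038.

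Longer 3′ UTRs do not account for it, since genes with GAGAGCA were −0.0800 below random sets with the same 3′ UTR lengths (SD 0.0064, permutation p = 0.0001, the smallest that 10000 sets can give). Base composition does not either, since the next lowest of the 140 sequences made of the same bases had a z of −6.65 and overlaps GAGAGCA, and the median of the 140 was 0.40. A single library does not account for it, since with each library left out the difference was −0.0748 or lower, down to −0.0825. In the 9 other splits of the libraries the most extreme absolute z ran from 5.02 to 9.89, so 1 of the 10 splits gave a z as large, which is the smallest share that 3 libraries against 3 allow. The 9.89 was that of GGGGCCC. GAGAGCA was itself the most extreme sequence in 7 of these 9 splits, each of which places libraries of both groups on either side. In all 9, genes with GAGAGCA were lower on the side with more si-AC010789.1 libraries, with an absolute z from 3.83 to 7.07. These splits therefore hold part of the real contrast and are not free of it. A candidate explanation is that the siRNA itself lowers transcripts that pair with the seed at its 5′ end. An siRNA is complementary to its target, so this explanation needs GAGAGCA to be part of AC010789.1. It is, at nt 172 to 178 (chromosome 10, from 101708224 to 101708230 on the minus strand, within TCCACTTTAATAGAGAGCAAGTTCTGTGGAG), while the 273 distinct 7-base sequences of AC010789.1 are 1.67% of those possible. The sequence of the siRNA was not found in the paper or the supplements that were read, so the match was not checked against it. A microRNA with the same seed cannot be told apart from the siRNA here, because 20 of 1879 annotated microRNA hairpins hold the complement of GAGAGCA and mature microRNAs were not measured. ZEB1 itself carries GAGAGCA in its 3′ UTR (chromosome 10, from 31527563 to 31527569) and was not lower. Of the 135 genes, 39 lower and 31 higher genes have a 3′ UTR without GAGAGCA. With p-values adjusted over the 10657 genes without GAGAGCA alone, 10 lower and 14 higher genes kept an adjusted p-value under 0.05.

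AC026471.1 showed the largest rise, a log2 fold change of 3.46 with 14, 12 and 13 counts in siRNA-NC and 128, 163 and 125 in si-AC010789.1, and is not discussed in the paper. It overlaps ARMC5 on the other strand. ARMC5 had a log2 fold change of 0.44 (standard error 0.13, adjusted p = 0.161 from edgeR). A fixed share of ARMC5 reads counted on AC026471.1 would therefore not explain the rise. A share that differed between the groups cannot be excluded, because how reads were divided between overlapping genes is not known. The 6 fits that each left out 1 library gave log2 fold changes from 3.35 to 3.59 for AC026471.1. Whether the rise follows from the lower level of AC010789.1 or from another action of the siRNA was not tested.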

How the results depend on the processing

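The log2 fold changes of ZEB1, SNAI2, VIM, MYC, CD44, TCF7 and CTNNB1 kept their direction and stayed above an adjusted p-value of 0.05 under every alternative that gave a value, and the interferon list kept an adjusted p-value under 0.05 in all of them except fry with the replicate block (0.0901). The difference between within-group and between-group similarity moved by less than the SD of the within-group pairs, over genes and over transcripts. The cause was not tested for the changes that follow, beyond the smaller number of libraries or the larger number of genes tested in a setting. The transcript and GAGAGCA settings were chosen after the data were seen.

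The replicate block gave 0 genes and 0 transcripts with an adjusted p-value under 0.05 (2163 and 1760 at an unadjusted p-value under 0.05), and CCND1 had a log2 fold change of 0.42 with an adjusted p of 0.147 (from 9.91e-05 to 0.157 over its alternatives). The replicate block also gave the epithelial list an adjusted p of 0.0234 with fry, against 0.849 with camera. Both tests gave the lower direction in si-AC010789.1, although the median of the list was 0.048 in this setting. The deviations of same-numbered libraries correlated across genes at 0.111, 0.011 and 0.016, and those of differently numbered libraries of the 2 groups at −0.089 to 0.079. The paper proposes that each repeat used another generation of cells and does not say whether equal numbers in the 2 groups share one, so whether the numbers pair the libraries stays open. DESeq2 gave 528 genes, 220 higher and 308 lower, and 675 transcripts, 313 higher and 362 lower, 6 junction, 7 migration, 2 mesenchymal, 3 epithelial, 2 Wnt/β-catenin target, 1 Wnt component, 7 proliferation and 4 interferon genes over all genes, against 0, 1, 0, 0, 1, 0, 1 and 2 with edgeR, and no adjusted p-value for 5 named genes (TCF7, AC026471.1, GP1BB, MTUS2 and RGL1), which were left out of the comparison.

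Without the filter, fry gave the mesenchymal list an adjusted p of 0.0283, 69 genes had an adjusted p-value under 0.05, all among the 135, and 0 transcripts did (4434 at an unadjusted p-value under 0.05); 332 genes and 3614 transcripts met the paper's criteria, of which 284 and 2155 were within the 2-fold limit. CCND1 was at 0.41, and the medians of Wnt pathway components and epithelial markers turned to −0.0039 and −0.026. Quantile normalization gave 0 transcripts with an adjusted p-value under 0.05 (2732 at an unadjusted p-value under 0.05), CCND1 at 0.42 and a junction median of 0.0012. GP1BB was under the filter on a mean of at least 1 CPM. With a pseudocount of 0.1, 1148 genes in siRNA-NC and 1150 in si-AC010789.1 exceeded 2-fold within the group, and 49 genes and 428 transcripts at the paper's criteria were left. A limit of 1.5-fold put 2006 and 1998 genes and 25063 and 24963 transcripts over it, and left 45 and 351. The 6-base site of miR-432-3p gave −0.0071, and the 7-base sites without the filter 0.0040.

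Across the 6 fits that each left out 1 library, from 12 to 37 genes and from 0 to 6 transcripts had an adjusted p-value under 0.05, and from 149 to 169 genes met the paper's criteria. Log2 fold changes ran from −0.13 to 0.083 for SNAI1, from 0.37 to 0.46 for CCND1, from −0.10 to 0.10 for JUN and from −0.035 to 0.013 for MKI67. List medians ran from −0.024 to 0.034 for Wnt pathway components, from −0.037 to 0.00068 for Wnt/β-catenin target genes, from −0.029 to 0.0090 for the junction and from 0.044 to 0.057 for proliferation, which reached an adjusted p of 0.0372 with camera and 0.0142 with fry without siRNA-NC replicate 1 (up to 0.623 with camera over its alternatives). The 7-base sites ran from −0.0062 to 0.0046. Genes over 2-fold within siRNA-NC numbered from 385 to 733 and within si-AC010789.1 from 351 to 724, and from 113 to 136 genes at the paper's criteria were left. For transcripts these ranges were 10399 to 17887, 10401 to 17696 and 1380 to 1473.

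Adjusted over the list alone, the migration list held 14 genes with quantile normalization and 7 with DESeq2, against 2, and the junction list 10 with DESeq2 and 0 with the replicate block, against 4. The proliferation list held 3 with the replicate block, against 10, and the Wnt/β-catenin target list 1, against 2. The epithelial list held 1 without the filter and 1 with quantile normalization, against 3. With DESeq2 the interferon list held 5, against 3, and the Wnt components 1, against 0. Across the fits that left out 1 library these counts ran from 0 to 5 for migration, from 0 to 1 for epithelial markers, from 0 to 2 for Wnt/β-catenin targets and from 1 to 12 for proliferation, and were 0 for the junction and for mesenchymal markers.

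For MKI67 and the 10 genes with the largest changes, 51 comparisons with an alternative kept the side of the threshold and the direction, 63 lost the adjusted threshold and 2, both for MKI67, changed direction. The pseudocount and the trend of the limma test were not run as alternatives for the fits, since they apply to normalized values. The spread of single transcripts limits the transcript counts: the simulated transcripts changed by a log2 fold change of 2 were not called.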

Differences from the paper's values

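The paper's Supplementary Table S6 lists 5735 transcripts, against 1549 transcripts at the same criteria here. The alternatives were set for genes before the data were examined and applied to transcripts after the data were seen, and none of them closed the gap, with the highest count, 3614, without a filter on low counts. Of the 1999 transcripts of the paper's table that were used here, 1194 have no finite fold change in it.

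The paper selects ZEB1 from the RNA sequencing and reports ZEB1 mRNA as lower after silencing of AC010789.1 by qRT-PCR. Summed over its transcripts, ZEB1 was 0.61 higher on the log2 scale in si-AC010789.1, with an adjusted p of 0.259 from edgeR (from 0.141 to 0.454 over the alternatives). The ZEB1 transcript in the part of the supplement that was used, ENST00000424869, was under the filter on low counts. Without the filter it met the paper's criteria, with an unadjusted p of 0.00518 and an adjusted p of 0.813. The MYC transcript in the same part, ENST00000621592, has the paper's log2 fold change of −4.40 and was at −4.41 here with an unadjusted p of 0.0538. This transcript had 14, 916 and 17 counts in siRNA-NC and 12, 13 and 16 in si-AC010789.1. It met the paper's criteria without siRNA-NC replicate 1 (unadjusted p of 0.0294) and without siRNA-NC replicate 3 (unadjusted p of 0.0297), and its log2 fold change was −0.16 without siRNA-NC replicate 2.

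The paper reports GO enrichment for the cell-substrate junction, cell migration and the Wnt/β-catenin pathway. The hand-written lists for the junction, migration, Wnt/β-catenin target genes and Wnt pathway components had adjusted p-values of 0.869, 0.781, 0.869 and 0.869 from camera. Over the alternatives the lowest from camera were 0.686, 0.371, 0.754 and 0.754, and fry gave none of these lists an adjusted p-value under 0.05 in any setting. Both tests look for a shift of a list in 1 direction and can miss genes that change both ways. The paper's enrichment starts from a list of changed transcripts, so these values do not test it.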

Other observations

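All tests of an explanation in this part were chosen after the result was seen.

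For the real grouping, 1 of the 10 splits of the 6 libraries gave as many genes with an adjusted p-value under 0.05 (135 against 1 to 7 in the others), 1 as many genes at the paper's criteria (107 against 54 to 82), 1 as many transcripts with an adjusted p-value under 0.05 (6 against 0 to 3), 1 as many transcripts at the paper's criteria (1549 against 1293 to 1379), 1 as many gene lists with an adjusted p-value under 0.05 (1 against 0) and 1 as large a difference in similarity. A share of 1 in 10 is the smallest possible here. For the 7-base miR-432-3p seed sites, the edgeR test statistics of genes with a site were compared within bins of 3′ UTR length, and the z of the real grouping was 0.94, with these genes higher in si-AC010789.1. This is the opposite direction to the mean log2 fold change against length-matched sets (−0.0038), and neither differed from 0 beyond chance. Of the 10 splits, 4 gave an absolute z as large, and z ran from −1.17 to 1.5.

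The interferon response list was lower in si-AC010789.1. Of its 34 tested genes 8 were higher, and the median log2 fold change was −0.17 (adjusted p = 0.00285 from limma's camera, 0.00536 from fry; from 7.42e-04 to 0.0304 with camera over the alternatives, and up to 0.0435 with fry when a library was left out). BST2 (−0.52, adjusted p = 0.0102 from edgeR) and IFITM3 (−0.90, adjusted p = 0.0470), named after their values were seen, had an adjusted p-value under 0.05, and 3 genes passed when adjusted over the list alone. Without siRNA-NC replicate 1 the median was −0.066 with an adjusted p of 0.0199. Genes with GAGAGCA in the 3′ UTR do not account for it: without the 7 that carry it, the median was −0.17 with an adjusted p of 0.0156. A biological response to silencing, and a response to either siRNA itself, stay open and were not tested. The proliferation list had a median of 0.050, with an adjusted p of 0.185 from camera and 0.176 from fry; 10 genes passed when adjusted over the list alone (from 1, without si-AC010789.1 replicate 3, to 12, without siRNA-NC replicate 1) and 1 over all genes.

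Many transcripts were present in some libraries and nearly absent in others: 5869 had at least 20 counts in some libraries and at most 3 in each of the rest. Silencing of AC010789.1 does not account for most of them, since of the 837 that were present in exactly 3 libraries 100 followed the groups, where 83.7 would by chance (exact one-sided binomial p = 0.0369), and other splits had from 70 to 95. The assignment of reads between transcripts of a gene is a candidate explanation. Among transcripts with a mean of at least 20 counts, 1720 belong to a gene with 1 transcript in the table and 39 of them (2.27%) were on or off in this way, against 3745 of 33369 (11.2%) of those whose gene has several transcripts in it. Outside this definition, ENST00000618046 of SLC4A1AP had 13, 8 and 7 counts in siRNA-NC and 693, 826 and 785 in si-AC010789.1, while the gene sum had a log2 fold change of 0.12 (adjusted p = 0.662 from edgeR). ENST00000542935 of CEMIP2 had 1721, 2024 and 2061 counts in siRNA-NC and 0 in each si-AC010789.1 library, and the CEMIP2 sum fell by 0.59 on the log2 scale (adjusted p = 0.0139).

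Some gene sums were also far lower in some libraries than in others of their group. Of 8033 genes with a mean over 20 CPM, 33 differed by more than 8-fold, and in 0 of them did the low libraries follow the groups, which speaks against silencing of AC010789.1. Library size does not account for it, since the largest library was 1.19 times the smallest. Of the 33, 19 (57.6%) share exons with another gene of their strand, against 1217 of the 8000 others (15.2%; Fisher's exact test, p = 2.97e-08), so exons shared with another gene may account for these. The other 14 stay open, among them MYC and AHNAK, which was at 1870, 81.7 and 94.5 CPM in siRNA-NC and from 1809 to 1827 CPM in si-AC010789.1.

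Levels of markers are given as values, and no explanation was tested, including whether they are those of the line the study names. E-cadherin (CDH1) was at 0.797 CPM over the 6 libraries, at percentile 26.8 of the genes, and EPCAM at 4.29 CPM. Other epithelial markers lay far apart. DSP was at 886, JUP at 835, KRT8 at 626 and KRT18 at 407 CPM, while SPINT2 was at 0.99, CLDN3 at 0.179 and GRHL2 at 0.044 CPM. VIM was at 779 and CDH2 at 61.2 CPM. Of 42 epithelial markers 19 had a mean of at least 20 CPM, and of 33 mesenchymal markers 16 did. A mean of at least 1 CPM was reached by 30 of the epithelial and 24 of the mesenchymal markers.

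For the paper's claims from qRT-PCR and Western blots in other samples, the RNA sequencing gave these values: TCF7 −0.79, JUN 0.02, CD44 −0.06, MYC −0.63 and CCND1 0.41 on the log2 scale, and MKI67 −0.013 (adjusted p = 0.915 from edgeR). The CD44 transcript in the part of the paper's Supplementary Table S6 that was used, ENST00000434472, has the paper's log2 fold change of −2.44. It was at −2.44 here (standard error 0.82, adjusted p = 0.818 from edgeR), with 415, 49 and 292 counts in siRNA-NC and 33, 52 and 55 in si-AC010789.1. It met the paper's criteria with an unadjusted p of 0.027, and did not when any library other than siRNA-NC replicate 2 was left out.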
